# *ACVR1* R206H cooperates with H3.1K27M in promoting diffuse intrinsic pontine glioma pathogenesis

**DOI:** 10.1038/s41467-019-08823-9

**Published:** 2019-03-04

**Authors:** Christine M. Hoeman, Francisco J. Cordero, Guo Hu, Katie Misuraca, Megan M. Romero, Herminio J. Cardona, Javad Nazarian, Rintaro Hashizume, Roger McLendon, Paul Yu, Daniele Procissi, Samantha Gadd, Oren J. Becher

## Abstract

Diffuse intrinsic pontine glioma (DIPG) is an incurable pediatric brain tumor, with approximately 25% of DIPGs harboring activating *ACVR1* mutations that commonly co-associate with H3.1K27M mutations. Here we show that in vitro expression of *ACVR1* R206H with and without H3.1K27M upregulates mesenchymal markers and activates Stat3 signaling. In vivo expression of *ACVR1* R206H or G328V with H3.1K27M and p53 deletion induces glioma-like lesions but is not sufficient for full gliomagenesis. However, in combination with PDGFA signaling, *ACVR1* R206H and H3.1K27M significantly decrease survival and increase tumor incidence. Treatment of *ACVR1* R206H mutant DIPGs with exogenous Noggin or the *ACVR1* inhibitor LDN212854 significantly prolongs survival, with human *ACVR1* mutant DIPG cell lines also being sensitive to LDN212854 treatment. Together, our results demonstrate that *ACVR1* R206H and H3.1K27M promote tumor initiation, accelerate gliomagenesis, promote a mesenchymal profile partly due to Stat3 activation, and identify LDN212854 as a promising compound to treat DIPG.

## Abstract (web summary)

ACVR1 and H3.1K27M mutations co-occur in diffuse intrinsic pontine glioma. Here, the authors generate a mouse model that recapitulates these genetic lesions and show, using genetic and pharmacological approaches, that the bone morphogenetic protein pathway may be a therapeutic target in these tumours.

## Introduction

Diffuse intrinsic pontine glioma (DIPG) originates in the pons and comprises approximately 20% of all pediatric brain tumors^1,2^. DIPG remains incurable with a median survival of 10–11 months^3^. Failure to identify a successful therapy for DIPG likely stems from the lack of biological understanding of the disease, as until recently biopsies were not commonly performed due to the sensitive location of the tumor. As a result, many trials have been based upon genetic alterations found in adult glioblastomas. Recent studies have shown that DIPG is molecularly distinct from adult gliomas. High-throughput sequencing unraveled mutations in genes encoding histone variants H3.3 and H3.1 (*H3F3A*, *HIST1H3B*, and *HIST1H3C*) in ~80% of all DIPG patients^4–7^, resulting in the substitution of a lysine to a methionine at position 27 (K27M), and leading to abnormal Polycomb Repressive Complex 2 (PRC2) function. As a result, H3K27 methylation is reduced globally but focally gained^8–11^. H3K27M mutations are found primarily in midline high-grade gliomas and rarely occur in pediatric high-grade gliomas located in the cerebral cortex or in adult high-grade gliomas^12^.

Since the finding of H3.3 and H3.1K27M mutations in DIPG, we and others have discovered that ~25% of DIPG patients harbor activating *ACVR1* mutations, a gene that encodes for the ALK2, a receptor in the bone morphogenetic protein (BMP) signaling pathway^6,13–15^. *ACVR1* mutations were found to activate the BMP signaling pathway independent of receptor ligation and commonly segregate with H3.1K27M mutations. Surprisingly, *ACVR1* mutations found in DIPG were nearly identical to those found in the connective tissue disease fibrodysplasia ossificans progressiva (FOP), an autosomal dominant disease in which progenitor populations within muscles, tendons, and ligaments undergo heterotopic ossification or ectopic bone formation^16,17^. Interestingly, FOP patients do not develop DIPG, suggesting that *ACVR1* mutations alone are not sufficient to drive gliomagenesis.

However, the mechanism underlying the effect of *ACVR1* and H3.1K27M mutations on gliomagenesis in the context of DIPG remains to be determined. To date no one has shown whether *ACVR1* mutations, either individually or in combination with H3.1K27M mutations, are oncogenic drivers and can lead to gliomagenesis. In this study, we use the RCAS/tv-a system to study the effects of these mutations in vitro and in vivo. We observe that *ACVR1* mutations have differential effects on proliferation and survival in vitro with *ACVR1* R206H being the most potent. RNAseq analysis of nestin-expressing brainstem progenitors infected with *ACVR1* R206H demonstrates that *ACVR1* R206H upregulates the expression of mesenchymal markers and activates Stat3 signaling relative to *ACVR1* WT with and without H3.1K27M. While *ACVR1* mutations can lead to the formation of glioma-like lesions, with H3.1K27M and p53 loss being required for this process, such genetic alterations are not sufficient to drive tumor development. Rather, PDGFA signaling is required for full gliomagenesis, and in the presence of PDGFA signaling and p53 loss, both *ACVR1* R206H and H3.1K27M accelerate gliomagenesis. Additionally, the combination of *ACVR1* R206H and H3.1K27M increases tumor incidence, suggesting that these mutations play a role in tumor initiation. Lastly, we identify the BMP signaling pathway as a potential effective therapeutic strategy to treat *ACVR1* R206H mutant DIPGs as exogenous Noggin expression at tumor initiation or treatment with LDN212854 significantly increases tumor latency and prolongs survival. We validate our observations in human models by demonstrating that human *ACVR1* mutant DIPG cell-lines are sensitive to treatment with LDN212854 in vitro and that human tumors with *ACVR1* mutations harbor increased Stat3 signaling. In conclusion, this study highlights the role of mutant *ACVR1* and H3.1K27M in tumor initiation and identifies the BMP pathway, particularly LDN212854, as a promising therapeutic agent for further evaluation in *ACVR1* mutant DIPG.

## Results

### *ACVR1* mutations affect proliferation and survival

Previously we have examined *ACVR1* mutations in vitro using the RCAS/tv-a system with brainstem progenitor cells cultured as adherent cell lines^6^. To study the effects of *ACVR1* mutations on stem-like progenitors, cells were isolated from the brainstem of postnatal day 3 (p3) Nestin-Tv-a (Ntv-a);p53^fl/fl^ mice, cultured as neurospheres, and infected with RCAS-*ACVR1* WT, R206H, G328V, or G328E virus. Infection with *ACVR1* R206H virus significantly increased proliferation relative to *ACVR1* G328V and *ACVR1* G328E (Fig. 1a) and cell survival relative to *ACVR1* WT and *ACVR1* G328E (Fig. 1b). To determine BMP signaling pathway activation, protein levels of phosphorylated SMAD1/5/8 and Id1, a downstream target of BMP signaling, were assessed. Infection with all *ACVR1* mutations led to increased phosphorylated SMAD1/5/8 expression as compared to *ACVR1* WT, with *ACVR1* G328E increasing pSMAD1/5/8 modestly but significantly relative to *ACVR1* WT (Fig. 1c). Id1 levels were also significantly up-regulated by infection with *ACVR1* mutations relative to *ACVR1* WT with *ACVR1* G328V increasing Id1 protein levels the most (Fig. 1d). In summary, all three *ACVR1* mutations increase the activation of the BMP pathway with *ACVR1* R206H having the most effect on proliferation and survival.

**Fig. 1:**
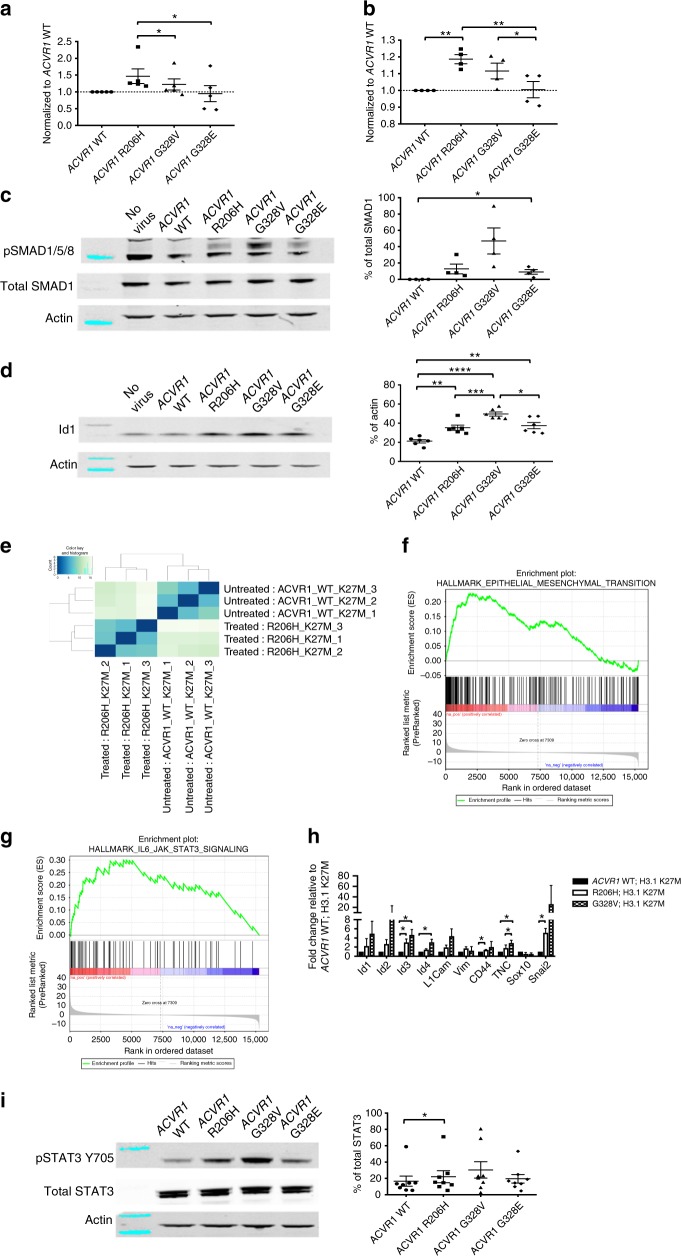
*ACVR1* mutations have differential effects on proliferation and survival. **a**–**d** Brainstem progenitor cells isolated from p3 Ntv-a;p53^fl/fl^ mice were cultured in vitro as neurospheres and infected with *ACVR1* WT, *ACVR1* R206H, *ACVR1* G328V, or *ACVR1* G328E virus. **a** Proliferation of infected neurospheres (*n* = 5). **b** Cell viability of infected neurospheres (*n* = 4). **c**, **d** pSMAD1/5/8 (**c**) (*n* = 4) and Id1 (**d**) (*n* = 6) protein expression in infected neurospheres. Also see Supplementary Figure 1. **e**–**h** Brainstem progenitor cells isolated from p3 Ntv-a;p53^fl/fl^ mice were cultured in vitro as neurospheres and infected with *ACVR1* WT or R206H virus in the presence of H3.1K27M virus. **e** Heat map of differentially expressed genes between *ACVR1* WT and H3.1K27M infected neurospheres compared to *ACVR1* R206H and H3.1K27M infected neurospheres based on *p* value identified by RNA-Seq analysis. Also see Supplementary Data 1. **f** GSEA enrichment plot of epithelial to mesenchymal transition genes identified by RNA-Seq analysis from (**e**). Also see Supplementary Data 2. **g** GSEA enrichment plot of IL-6_JAK_STAT3 signaling genes identified by RNA-Seq analysis from (**e**). Also see Supplementary Data 2. **h** qRT-PCR validation of select genes from neurospheres infected with *ACVR1* WT, *ACVR1* R206H, or *ACVR1* G328V and H3.1K27M virus (*n* = 3). **i** pSTAT3 Y705 protein expression in infected neurospheres as described in (**a**) (*n* = 8). Also see Supplementary Figure 1. All data are represented as mean with SEM, *p < 0.05, paired *t* test

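With H3.1K27M, the genes with the smallest adjusted p outside the ID genes were *Disp3* and *Atoh8* among those that rose and *Lpo* and *Epn2* among those that fell, taking only genes whose 3 *ACVR1* R206H samples all lay on the same side of the 3 *ACVR1* WT samples. *Disp3* (ENSMUSG00000041544, chromosome 4, positions 148240264 to 148287965 of mm10) had 21.6 ± 2.54 CPM (SD, n = 3) with *ACVR1* WT and H3.1K27M and 134.3 ± 16.2 CPM (SD, n = 3) with *ACVR1* R206H and H3.1K27M. Its log2 fold change was 2.67 (standard error 0.09, adjusted p = 3.1e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Atoh8* (ENSMUSG00000037621, chromosome 6, positions 72206177 to 72235577) rose from 2.82 ± 0.124 to 28.8 ± 4.34 CPM, a log2 fold change of 3.38 (adjusted p = 6.9e-09 from edgeR's test). Without H3.1K27M, *Disp3* and *Atoh8* each had a log2 fold change of 1.70. The adjusted p was 0.94 for each in edgeR's test, and 2.2e-08 and 7.2e-05 in DESeq2's Wald test. The difference between the backgrounds had adjusted p values of 0.39 and 0.074 in edgeR's test, and of 0.063 and 5.3e-06 in DESeq2's Wald test. *Lpo* (ENSMUSG00000009356, chromosome 11, positions 87806428 to 87828289) fell from 66.5 ± 4.30 to 33.0 ± 1.94 CPM, a log2 fold change of -0.98 (adjusted p = 2.9e-07 from edgeR's test). *Epn2* (ENSMUSG00000001036, chromosome 11, positions 61517249 to 61579687) fell from 378 ± 5.36 to 246 ± 7.43 CPM, a log2 fold change of -0.59 (adjusted p = 3.6e-07 from edgeR's test). *Pla2g7*, *Gstt1* and *Tle6* followed among the genes that fell, with log2 fold changes of -0.68, -0.85 and -0.79. With all 12 samples in one fit, *Lpo*, *Epn2*, *Pla2g7* and *Tle6* kept their direction but were no longer past the threshold. That fit uses the same estimate of a gene's spread for all groups, including the more variable *ACVR1* WT samples without H3.1K27M. Pairs of these 6 samples had a Pearson correlation of log2 CPM across genes of at least 0.996 within a group and of 0.990 to 0.993 between *ACVR1* WT and *ACVR1* R206H.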

Since *ACVR1* mutations commonly co-segregate with H3.1K27M mutations, we hypothesized that the two mutations would have an additive effect on these results. Surprisingly, neither proliferation nor cell survival levels were significantly increased when neurospheres were infected with *ACVR1* and H3.1K27M mutations as compared to neurospheres infected with *ACVR1* mutations alone (Supplementary Figure 1). SMAD1/5/8 phosphorylation and Id1 protein levels increased slightly with the addition of H3.1K27M but were not significant (Supplementary Figure 1). To determine how *ACVR1* mutations were behaving individually and in combination with H3.1K27M mutations, RNASeq analysis was performed on neurospheres that were infected with *ACVR1* R206H or *ACVR1* WT, both in the presence and absence of H3.1K27M (Fig. 1e). 

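The RNAseq data comprised 12 samples, 3 from each of 4 groups of neurospheres infected with *ACVR1* WT, *ACVR1* R206H, *ACVR1* WT with H3.1K27M, or *ACVR1* R206H with H3.1K27M. RCAS viruses enter only cells that carry the Tv-a receptor, which Ntv-a mice express from the nestin promoter, so that the viruses delivered the BMP type I receptor ACVR1 and the mutant histone to nestin-expressing progenitors. The paper isolated the progenitors at postnatal day 3, while the sample labels give postnatal days 3 to 5. The authors aligned paired-end reads to mm10 with RNA-STAR, counted them on Ensembl genes with HTSeq-count at a minimum alignment quality of 10, without regard to strand and without reads that matched more than 1 place or gene, and deposited the counts of 54532 genes per sample without normalization. The counts summed to between 19542127 and 21397108 per sample with *ACVR1* WT (median 21035474, n = 3) and to between 19315020 and 20652382 with *ACVR1* R206H (median 20009137, n = 3). With H3.1K27M they summed to between 20952918 and 24869341 for *ACVR1* WT (median 24250040, n = 3) and to between 20828944 and 26456257 for *ACVR1* R206H (median 22632283, n = 3). All pairs of replicates differed by more than sampling noise, with a chi-square of at least 2.93 per degree of freedom, so that no pair was taken for the same library deposited more than once. The labels name the samples as replicates, and this check cannot tell separate cultures from separate libraries of the same culture. Each comparison of *ACVR1* R206H with *ACVR1* WT was fitted on its own 6 samples, on genes with a mean normalized count of at least 10, as in the methods of the paper. The test was edgeR's quasi-likelihood F test with TMM normalization, and DESeq2, which the authors used, was run beside it. Values of single genes are given as CPM (counts scaled to the library size) after TMM normalization over the 12 samples. Reads that matched near-identical copies of a gene were left out by the counting and are not part of any value.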

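Without H3.1K27M, 0 of the 15066 genes tested passed an adjusted p of 0.05 between *ACVR1* R206H and *ACVR1* WT in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 534 genes had an unadjusted p below that level. Unchanged genes alone would give a share of 0.05, which is more than these 534, so that their number is no sign of a change. With H3.1K27M, 3185 of 15672 genes passed, of which 1783 were higher and 1402 lower with *ACVR1* R206H, and 307 of them changed by at least 1 on the log2 scale. DESeq2's Wald test on the same genes called 26 genes without H3.1K27M, 25 of them higher with *ACVR1* R206H, and 2520 genes with H3.1K27M, 1414 of them higher. With the replicate number as a block in the edgeR fit, 0 genes passed without H3.1K27M (501 at an unadjusted p under 0.05) and 3335 with it. As a check of the pairing, the deviations of same-numbered samples from their group means were correlated across 15445 genes. Without H3.1K27M the 3 correlations averaged 0.20, ranging from -0.14 to 0.42. With H3.1K27M they averaged 0.024, ranging from -0.053 to 0.091. The averages for samples with different numbers (-0.10 and -0.012) follow from centring each group on its mean, so that they add nothing to the check. The spread between replicates differed between the comparisons, with a biological coefficient of variation of 0.195 without H3.1K27M and 0.048 with it. Within groups it was 0.274 for *ACVR1* WT, 0.059 for *ACVR1* R206H, 0.050 for *ACVR1* WT with H3.1K27M and 0.045 for *ACVR1* R206H with H3.1K27M. Leaving out replicate 1 of *ACVR1* WT moved the count without H3.1K27M most, to 3485 genes, while leaving out any other of the 6 samples kept it at 0. A test of the difference between the backgrounds, the R206H by H3.1K27M interaction in a fit of all 12 samples, called 11 of 15445 genes, 9 of them with a larger log2 fold change in the presence of H3.1K27M, and 2 with the replicate block in place.

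**Figure D1:**
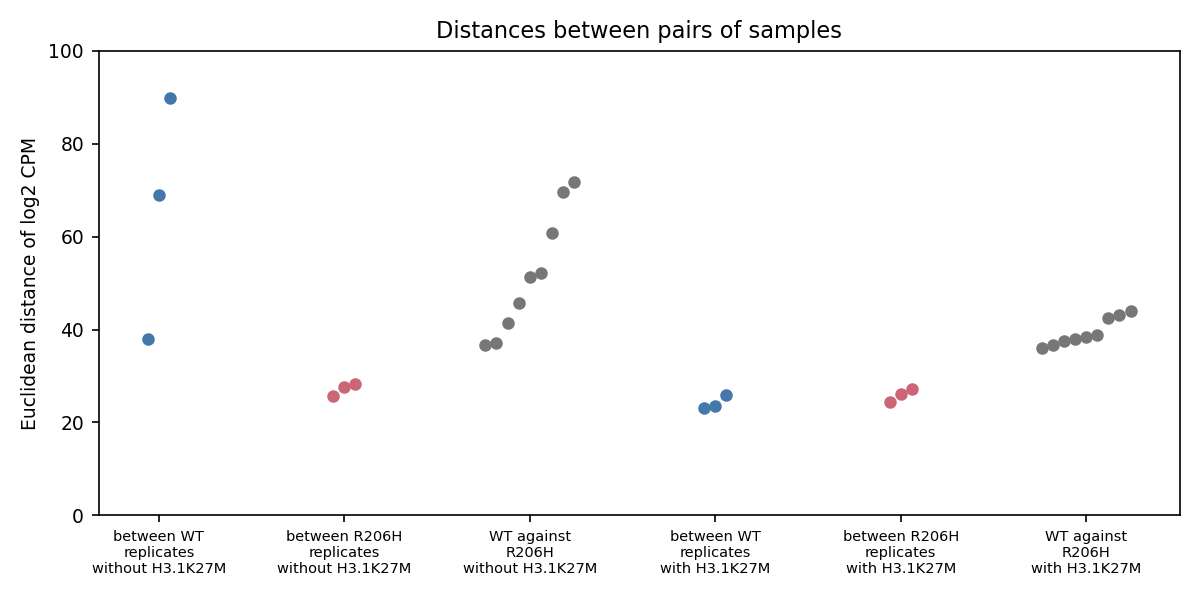
Euclidean distance between pairs of samples, computed over log2 CPM of 15445 genes, for pairs of replicates within each group and for pairs of an *ACVR1* WT and an *ACVR1* R206H sample. Each point is a pair of samples. The *ACVR1* WT replicates without H3.1K27M lay 38.0 to 89.8 apart, and the replicates of the other 3 groups 23.0 to 28.3 apart.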

Surprisingly, only 24 genes were significantly differentially expressed by *ACVR1* R206H relative to *ACVR1* WT without H3.1K27M while 2478 genes were significantly differentially expressed by *ACVR1* R206H relative to *ACVR1* WT in the presence of H3.1K27M (*p* adjusted < 0.05). 

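*Id1*, *Id2*, *Id3* and *Id4* are BMP target genes on chromosomes 2, 12, 4 and 13 of mm10. In the presence of H3.1K27M, *Id1* (ENSMUSG00000042745, positions 152736251 to 152737410) had 13.4 ± 0.825 CPM (SD, n = 3) with *ACVR1* WT and 104.8 ± 11.9 CPM (SD, n = 3) with *ACVR1* R206H, a log2 fold change of 2.99 (standard error 0.08, adjusted p = 2.8e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Id3* (ENSMUSG00000007872, positions 136143497 to 136145755) rose from 43.1 ± 3.68 to 334 ± 36.9 CPM, with a log2 fold change of 2.99 and an adjusted p of 2.8e-10 in the same test. The log2 fold change was 2.15 (standard error 0.06) for *Id2* (ENSMUSG00000020644, positions 25093799 to 25097140) and 1.84 (standard error 0.09) for *Id4* (ENSMUSG00000021379, positions 48261228 to 48266026), with adjusted p values of 2.8e-10 and 4.6e-08 in the same test. Without H3.1K27M, *Id1* had 15.4 ± 5.57 CPM (SD, n = 3) with *ACVR1* WT and 35.8 ± 4.22 CPM (SD, n = 3) with *ACVR1* R206H. Every *ACVR1* R206H sample lay above every *ACVR1* WT sample, and the log2 fold change was 1.21 (standard error 0.25), but its adjusted p was 0.94 in edgeR's test and 0.0077 in DESeq2's Wald test. *Id2* and *Id3* had log2 fold changes of 0.40 and 0.67 without H3.1K27M, and *Id4* of -0.34, each with an adjusted p of 0.94 in edgeR's test and none past 0.05 in DESeq2's. With all 12 samples in one fit, where a gene's spread is estimated jointly for all groups, *Id4* was no longer past the threshold with H3.1K27M. Its value without H3.1K27M changed sign, to 0.16, when replicate 3 of *ACVR1* WT was left out, and that group ranged from 14.6 to 89.0 CPM. The effect of *ACVR1* R206H differed between the backgrounds by 1.75 on the log2 scale for *Id2* (standard error 0.18) and by 2.31 for *Id3* (standard error 0.23), both with an adjusted p of 0.0059 for the interaction in edgeR's test. The difference for *Id1* was 1.79, with an adjusted p of 0.063 in edgeR's test and of 1.5e-06 in DESeq2's Wald test. That for *Id4* was 2.18, with adjusted p values of 0.45 and 0.17 in the same tests. With the replicate block, the interaction kept an adjusted p of 0.028 for *Id2* and of 0.029 for *Id3*. Counts on *Acvr1* with *ACVR1* R206H were 94.2 CPM without H3.1K27M and 868 CPM with it. The interaction therefore does not part an effect of H3.1K27M from one of the level of *Acvr1*. With *ACVR1* WT, *Id3* was lower in the presence of H3.1K27M than without it (log2 fold change -1.14, adjusted p = 0.011 from edgeR's test).

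**Figure D2:**
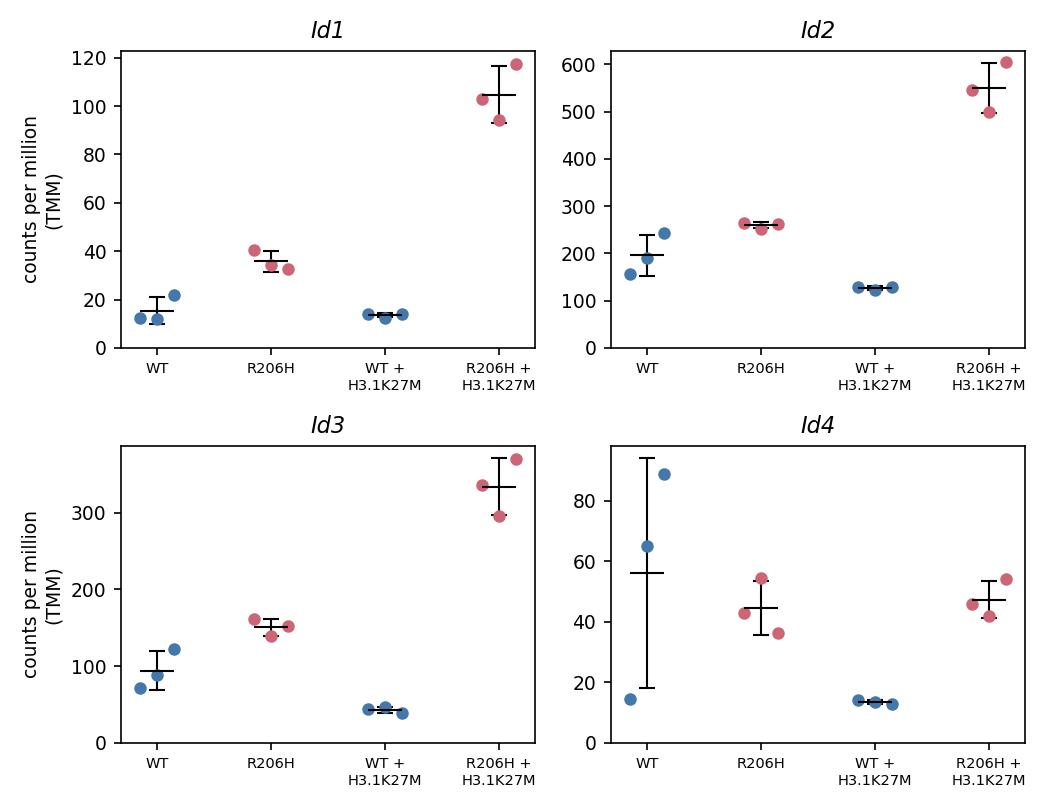
CPM of *Id1* to *Id4* in each sample (points), with the mean and SD of the 3 replicates of each group (horizontal line and bar). With H3.1K27M all *ACVR1* R206H samples lie above all *ACVR1* WT samples for each gene, and without it the *ACVR1* WT replicates of *Id4* spread from 14.6 to 89.0 CPM.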

As an example, all 4 ID genes were significantly upregulated by *ACVR1* R206H in the presence of H3.1K27M while only ID1 was significantly upregulated by *ACVR1* R206H in the absence of H3.1K27M (Supplementary Data 1). Furthermore, GSEA analysis showed a significant enrichment of genes involved in epithelial to mesenchymal transition (EMT) as well as the IL-6/JAK/STAT3 signaling pathway both with and without H3.1K27M (Fig. 1f, g, Supplementary Figure 1, and Supplementary Data 2), suggesting that *ACVR1* R206H is primarily promoting these signatures and that H3.1K27M enhances them. These results were confirmed with *ACVR1* R206H having increased expression of Id1 and Socs3, a STAT3 target gene and one of the 24 significantly differentially upregulated genes, as compared to *ACVR1* WT alone (Supplementary Figure 1). Furthermore, increased mesenchymal gene expression of CD44, tenascin C (TNC), and Snail2 and downregulation of proneural genes such as Sox10, was observed, suggesting that *ACVR1* mutations might contribute to a mesenchymal phenotype in the presence of the mutant histone (Fig. 1h). 

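The full gene lists behind the enrichment were not used here. The genes that Supplementary Data 2 marks as core to each enrichment were tested in the comparison whose samples had not chosen them, with camera, a competitive gene set test that sets the genes of a list against all other tested genes, and p values were adjusted by the Benjamini-Hochberg method over 9 set tests. Of the 65 EMT core genes listed with H3.1K27M, 62 were tested without it. Their mean log2 fold change lay 0.17 above that of the other genes (adjusted p = 3.6e-08, limma's camera), and 44 of them were higher with *ACVR1* R206H. Of the 81 EMT core genes listed without H3.1K27M, 79 were tested with it, with a mean difference of 0.26 (adjusted p = 7.0e-09, limma's camera) and 55 genes higher. For IL-6/JAK/STAT3 signaling, the core genes listed with H3.1K27M had a mean difference of 0.13 without it (35 genes, 27 higher, adjusted p = 5.8e-06, limma's camera), and those listed without H3.1K27M had a mean difference of 0.16 with it (25 genes, 20 higher, adjusted p = 9.4e-05, limma's camera). In limma's rotation test of the lists on their own (fry), the adjusted p values with H3.1K27M were 0.0049 for EMT and 0.0054 for IL-6/JAK/STAT3 signaling. Without H3.1K27M the adjusted p was 0.065 for both lists, past the threshold only before adjustment. With the replicate block in place, the EMT mean differences were 0.22 without H3.1K27M and 0.27 with it, and those for IL-6/JAK/STAT3 signaling were 0.12 and 0.16. With H3.1K27M, 44 of the 79 EMT genes and 12 of the 25 IL-6/JAK/STAT3 genes passed the adjusted p threshold on their own, counted in either direction. Leaving out replicate 1 of *ACVR1* WT took the IL-6/JAK/STAT3 list tested without H3.1K27M to a mean difference of 0.06, no longer past the threshold in camera. Some splits of the samples without H3.1K27M that mixed the groups gave larger differences, up to 0.20 for EMT and 0.16 for IL-6/JAK/STAT3 signaling. With H3.1K27M, 0 splits did. Among lists matched on log2 fold change in the choosing comparison, the EMT medians lay at percentile 96.84 without H3.1K27M and 99.11 with it. The IL-6/JAK/STAT3 medians lay at 93.8 and 88.37. Except for the EMT list with H3.1K27M, the rise may come from genes rising in both backgrounds. From the enrichment in both backgrounds, the paper proposes that *ACVR1* R206H is the main source of these signatures and that H3.1K27M strengthens them.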

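In the RNAseq samples, *Socs3* (ENSMUSG00000053113, chromosome 11, positions 117966079 to 117970047 of mm10) had 23.9 ± 4.20 CPM (SD, n = 3) with *ACVR1* WT alone and 41.1 ± 4.17 CPM (SD, n = 3) with *ACVR1* R206H alone. Its log2 fold change was 0.78 (standard error 0.15), with an adjusted p of 0.94 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of 0.0092 from DESeq2's Wald test. The 3 *ACVR1* R206H samples lay above the 3 *ACVR1* WT samples. With H3.1K27M the log2 fold change of *Socs3* was 0.57 (standard error 0.08, adjusted p = 0.00026 from edgeR's test). The 2 changes did not differ past the threshold, with an interaction of -0.20 and an adjusted p of 0.77 in the same test. All 24 genes of the list had an unadjusted p under 0.05 in edgeR's test, and all changed in the listed direction.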

In light of these results and as STAT3 signaling has been shown to regulate mesenchymal genes in brain tumors^18^, we examined whether STAT3 signaling was activated by *ACVR1* mutations at the protein level. Indeed, cells that were infected with *ACVR1* mutations had modestly increased levels of phosphorylated STAT3 Y705 as compared to *ACVR1* WT infected cells, with *ACVR1* R206H demonstrating significantly increased levels (Fig. 1i). However, infection with *ACVR1* mutations and H3.1K27M did not significantly increase phosphorylated STAT3 Y705 expression compared to infection with *ACVR1* mutations alone (Supplementary Figure 1). Together, these results indicate that one way *ACVR1* mutations contribute to DIPG pathogenesis is by promoting a mesenchymal profile which may be due in part to increased STAT3 signaling while H3.1K27M strengthens these mesenchymal transcriptomal changes.

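The EMT core genes of both comparisons together (103 genes) had a mean R206H by H3.1K27M interaction 0.11 above that of the other genes (adjusted p = 0.74, limma's camera), with 54 genes changing more strongly upward in the presence of H3.1K27M and 49 less. The IL-6/JAK/STAT3 core genes (45 genes) had a mean interaction 0.06 above the other genes (adjusted p = 0.27, limma's camera), positive for 26 of them. Restricted to the EMT genes that are core in both comparisons, the difference was 0.19, past the unadjusted threshold in camera, whereas for the IL-6/JAK/STAT3 genes core in both it was -0.015 and not past it. In a pre-ranked test of the interaction, which permutes genes as if they were independent, the normalized enrichment score was 1.76 for EMT (permutation p = 0.023) and 1.90 for IL-6/JAK/STAT3 signaling (permutation p = 0.0059), both past the threshold. The lists were chosen from these same samples, so that the interaction of a gene core in only 1 comparison is shifted in advance toward that comparison, and only 40 EMT and 16 IL-6/JAK/STAT3 genes are core in both. *Stat3* itself (ENSMUSG00000004040, chromosome 11, positions 100885098 to 100939540 of mm10) had a log2 fold change of 0.24 without H3.1K27M (standard error 0.12, adjusted p = 0.94 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 0.18 with it (standard error 0.04, adjusted p = 0.0046 from the same test). The interaction of *Stat3* was -0.06, with an adjusted p of 0.90 in the same test. With all 12 samples in one fit, where a gene's spread is estimated jointly for all groups, *Stat3* was no longer past the threshold with H3.1K27M.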

### Formation of glioma-like lesions in mice

To date, most studies examining the effects of *ACVR1* mutations have been performed in vitro while one study has shown that the expression of *ACVR1* mutants in p53 deficient astrocytes failed to induce tumor formation in vivo^15^. To determine whether *ACVR1* mutations could lead to tumorigenesis, nestin-expressing brainstem progenitors of neonatal Ntv-a;p53^fl/fl^ mice were infected with either FLAG-epitope tagged *ACVR1* WT, R206H, G328V, or G328E and assessed for tumor formation. These mice did not develop tumors, regardless of which *ACVR1* mutation was expressed (Supplementary Table 1). However, when *ACVR1* R206H, G328V, or G328E was co-injected along with HA-epitope and FLAG-epitope tagged H3.1K27M and Cre to induce p53 loss, mice were able to generate glioma-like lesions in vivo (4/10 = 40%, 4/13 = 31%, and 1/8 = 13%) (Fig. 2 and Supplementary Table 1). Additionally, while p53 loss was not sufficient to drive lesion formation (Supplementary Table 1), H3.1K27M and p53 loss together were sufficient for lesion formation (1/7 = 14%). Together, these results indicate that both H3.1K27M and p53 are required for glioma-like lesion formation.

**Fig. 2:**
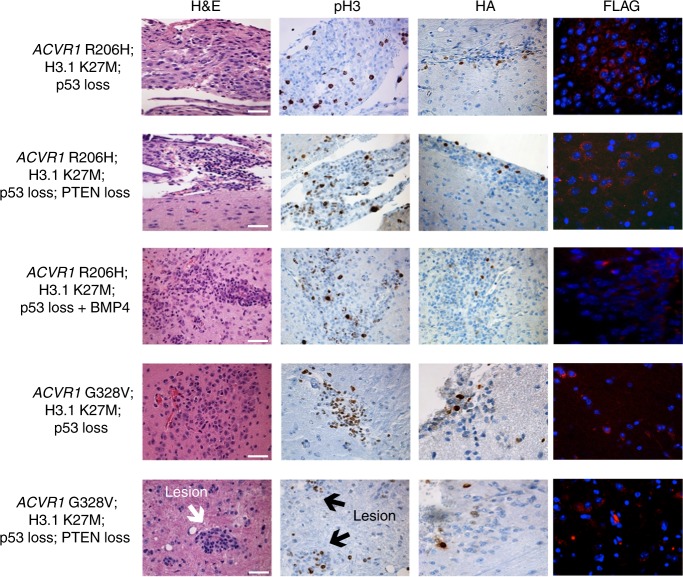
*ACVR1* mutants with H3.1K27M and p53 loss form glioma-like lesions. Representative H&E, IHC, and IF images for proliferation (anti-phospho-histone H3), H3.1K27M (HA), and *ACVR1* expression (FLAG) of glioma-like lesions for indicated groups (×40 magnification, scale bar = 50 μM). Also see Supplementary Table 1

Multiple virus combinations were tested in an effort to generate tumors with *ACVR1* mutations (Supplementary Table 1). However, in spite of our best efforts, tumors did not develop. As *ACVR1* mutations increase BMP signaling in vitro, we hypothesized that increased BMP signaling through the addition of exogenous BMP4 ligand or Activin-A, a recently identified ligand for *ACVR1* R206H in FOP^19^, could lead to gliomagenesis. While exogenous BMP4 led to lesion formation in the context of *ACVR1* R206H, H3.1K27M, and p53 loss (3/6 = 50%), no tumors developed (Fig. 2 and Supplementary Table 1). Similarly, gliomagenesis did not occur with the addition of Activin A and surprisingly nor did lesion formation. Similarly, exogenous expression of Stat3 inhibited the development of these glioma-like lesions as well. Additionally, *ACVR1* mutations have been associated with activating mutations in the PI3K pathway in human DIPGs, including inactivating *pten* mutations or deletions^6,14^. Therefore, we sought to determine whether loss of PTEN could cooperate with *ACVR1* mutations, H3.1K27M, and p53 loss in Ntv-a;p53^fl/fl^;PTEN^fl/fl^ mice to form tumors. While the addition of PTEN loss led to the development of glioma-like lesions (6/10 = 60% for *ACVR1* R206H and 6/15 = 40% for *ACVR1* G328V), gliomagenesis did not occur (Fig. 2 and Supplementary Table 1). Immunohistochemistry staining of the glioma-like lesions demonstrated that cells within the lesions were proliferating and that a subset of cells expressed H3.1K27M and the mutant *ACVR1* (Fig. 2).

### Glioma-like lesions express a mesenchymal immunophenotype

To further characterize the glioma-like lesions, all groups except *ACVR1* G328V, H3.1K27M, and Cre (because they were too small) were stained for Nestin, Olig2, and GFAP as these markers have been expressed in at least a subset of human DIPGs^20^ (Fig. 3). While most cells within the lesions expressed Nestin, Olig2 staining was minimal. This absence of Olig2 staining suggested that these glioma-like lesions were not DIPGs as Olig2 is a robust marker of DIPG tumor cells^20,21^. However, expression profiling of DIPG biopsies has revealed that DIPGs with H3.1K27M and *ACVR1* mutations exhibit more of a mesenchymal phenotype with a pro-angiogenic signature^21,22^. In light of these observations and in combination with our RNASeq results, we then sought to determine whether the glioma-like lesions fit into the latter group. Lesions subsequently stained for endothelial marker CD31 and mesenchymal marker CD44 were found to express both (Fig. 3). It should be noted that although immunostaining of human DIPGs for CD44 has not been reported, CD44 mRNA has been reported to be expressed in a subset of human DIPGs by two independent groups, one of which noted that CD44 is expressed in DIPG associated microglia^22,23^. To further explore a possible mesenchymal phenotype and link to STAT3 signaling identified in our in vitro experiments^18^, we immunostained for pSTAT3 and found it to be expressed throughout the lesions as well (Fig. 3). However, due to the small size of the lesions we were unable to perform double immunofluorescence to determine if the cells expressing H3.1K27M and mutant *ACVR1* are also expressing pSTAT3. Additional mesenchymal markers vimentin and Iba1, which have been previously reported to stain human DIPGs^23,24^, were also both expressed. Collectively, this data suggests that the glioma-like lesions display more of a mesenchymal phenotype rather than an oligodendroglial phenotype and is consistent with our observations in vitro.

**Fig. 3:**
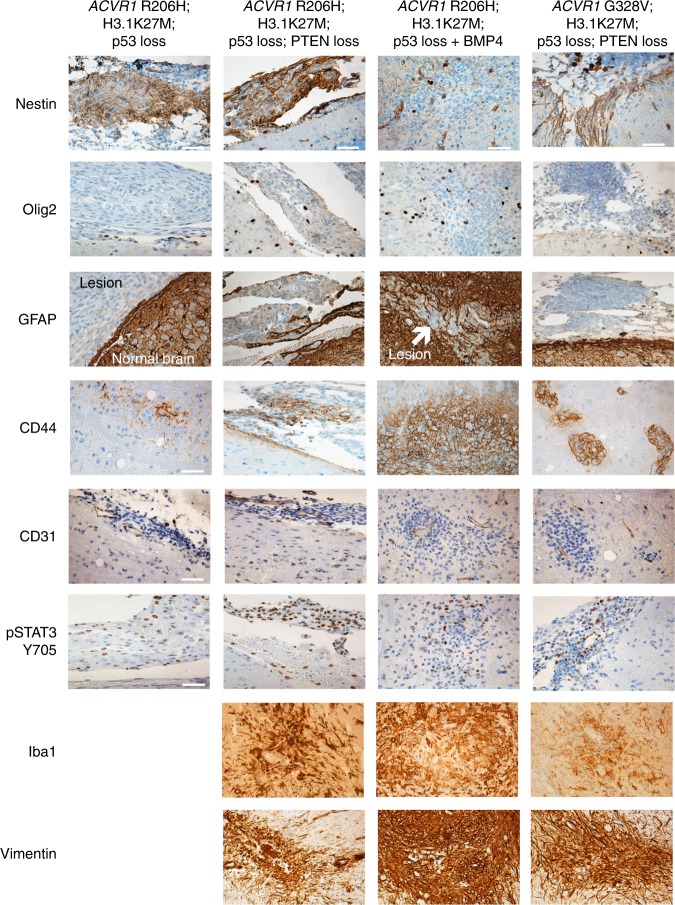
Glioma-like lesions express a mesenchymal-like phenotype. Representative IHC images of Nestin, Olig2, GFAP, CD44, CD31, pSTAT3 Y705, Iba1, and Vimentin of glioma-like lesions (×40 magnification, scale bar = 50 μM)

### *ACVR1* R206H and H3.1K27M reduce survival

Because *ACVR1* mutations, even in combination with multiple additional mutations, were not sufficient to generate DIPGs in vivo, we incorporated the PDGFA ligand into our model as PDGFRA signaling is known to cooperate with H3.3K27M and p53 loss in other model systems^25,26^ and as some human DIPGs with *ACVR1* mutations also had PDGFRA amplifications^6,15^. Mice infected with *ACVR1* R206H, H3.1K27M, Cre, and PDGFA had a median survival of approximately 70 days (Fig. 4a). This was significantly decreased compared to control mice that were injected with *ACVR1* WT; H3.1K27M, Cre, and PDGFA (median survival 180 days, **p = 0.0048, log-rank test), *ACVR1* R206H, H3.1 WT, Cre, and PDGFA (median survival undefined, ****p < 0.0001, log-rank test), or those injected with *ACVR1* WT; H3.1 WT, Cre, and PDGFA (median survival 136.5 days, **p = 0.0038, log-rank test) (Fig. 4a, Table 1). To determine whether H3.1K27M is unique in its ability to cooperate with *ACVR1* R206H, we replaced H3.1K27M with H3.3K27M. Interestingly, there was no significant difference in survival between mice that were injected with *ACVR1* R206H, H3.3K27M, Cre, and PDGFA (median survival 101 days) and mice that were injected with *ACVR1* R206H, H3.1K27M, Cre, and PDGFA, suggesting that H3.3K27M can substitute for H3.1K27M in this context.

**Fig. 4:**
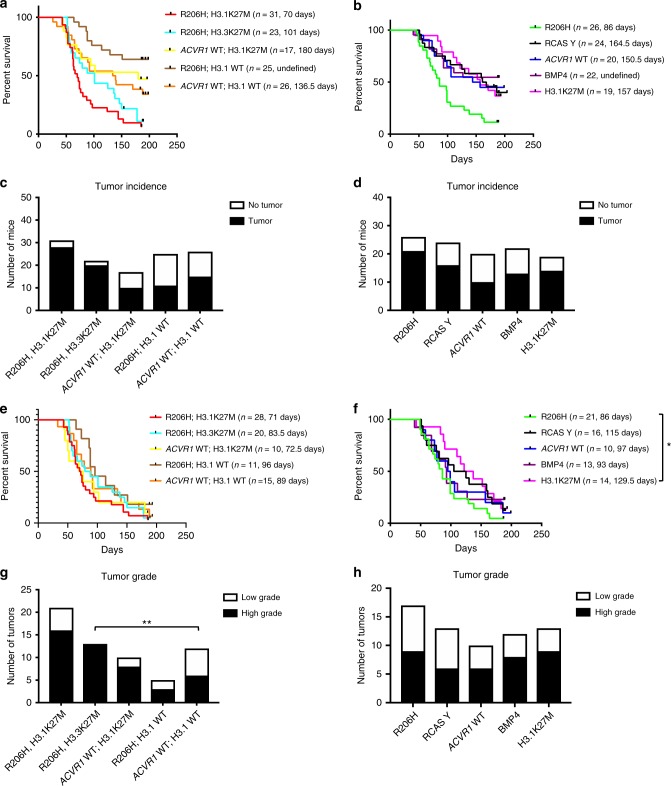
*ACVR1* R206H and H3.1K27M significantly decrease survival and increase tumor incidence. **a**–**h** All mice were injected with RCAS-PDGFA and RCAS-Cre along with additional RCAS viruses as indicated. **a** Kaplan–Meier survival curve of Nestin tv-a; p53^fl/fl^ mice that were injected with RCAS-*ACVR1* R206H and RCAS-H3.1K27M (*n* = 31) or RCAS-*ACVR1* WT and RCAS-H3.1K27M (*n* = 17). For control purposes, mice were injected with RCAS-*ACVR1* R206H and RCAS-H3.3K27M (*n* = 23) or RCAS-*ACVR1* R206H and RCAS-H3.1 WT (*n* = 25) or RCAS-*ACVR1* WT and RCAS-H3.1 WT (*n* = 26). For significant differences among groups see Table 1. *p < 0.05, log-rank test. **b** Kaplan–Meier survival curve of Nestin tv-a p53^fl/fl^ mice that were injected with RCAS-*ACVR1* R206H (*n* = 26), RCAS-Y (*n* = 24), RCAS-*ACVR1* WT (*n* = 20), RCAS-BMP4 (*n* = 22), or RCAS-H31.K27M (*n* = 19). For significant differences among groups see Table 1. **c**, **d** Mice from (**a**, **b**) were sacrificed when euthanasia endpoints were reached or 6 months post injection in the absence of symptoms. Tumor presence was assessed by H&E staining and confirmed by a blinded neuropathologist. For tumor incidence rates and significant differences among groups see Table 2. **e**, **f** Kaplan–Meier survival curve of tumor-bearing mice determined in (**c**, **d**). For significant differences among groups see Table 3. **g**, **h** Tumor grade was determined from mice in (**c**, **d**) as described. For significant differences among groups see Table 4. All Kaplan–Meier curves were analyzed using the log-rank test, *p < 0.05. All tumor incidence and tumor grade data were analyzed using Fischer’s exact test, *p < 0.05

**Table 1:** *ACVR1* R206H and H3.1K27M significantly decrease survival

Virus combination	*p* value
*ACVR1* R206H; H3.1K27M vs *ACVR1* WT; H3.1K27M	0.0048**
*ACVR1* R206H; H3.1K27M vs *ACVR1* R206H; H3.1 WT	<0.0001****
*ACVR1* R206H; H3.1K27M vs *ACVR1* WT; H3.1 WT	0.0038**
*ACVR1* R206H; H3.1K27M vs *ACVR1* WT	0.0005***
*ACVR1* R206H; H3.1K27M vs H3.1K27M	0.0002***
*ACVR1* R206H; H3.1K27M vs RCAS Y	0.0002***
*ACVR1* R206H; H3.1K27M vs BMP4	0.0001***
*ACVR1* R206H; H3.3K27M vs *ACVR1* R206H; H3.1 WT	0.0002***
*ACVR1* R206H; H3.3K27M vs *ACVR1* WT	0.0344*
*ACVR1* R206H; H3.3K27M vs H3.1K27M	0.0163*
*ACVR1* R206H; H3.3K27M vs RCAS Y	0.0183*
*ACVR1* R206H; H3.3K27M vs BMP4	0.0096**
*ACVR1* WT; H3.1K27M vs *ACVR1* R206H	0.0391*
*ACVR1* R206H; H3.1 WT vs *ACVR1* WT; H3.1 WT	0.0331*
*ACVR1* R206H; H3.1 WT vs *ACVR1* R206H	<0.0001****
*ACVR1* R206H vs RCAS Y	0.0058**
*ACVR1* R206H vs *ACVR1* WT	0.0098**
*ACVR1* R206H vs BMP4	0.0037**
*ACVR1* R206H vs H3.1K27M	0.0056**

*p < 0.05; ​**p < 0.01; ***p < 0.001; ****p < 0.0001, log-rank test

To determine whether *ACVR1* R206H or H3.1K27M was most responsible for the decrease in survival, mice were infected with either *ACVR1* R206H or H3.1K27M along with Cre and PDGFA. Those that were infected with *ACVR1* R206H had significantly decreased survival (median survival 86 days) as compared to those that were infected with RCAS-Y (median survival 164.5 days, **p = 0.0058, log-rank test) (Fig. 4b, Table 1), while those infected with H3.1K27M (median survival 157 days) had a similar median survival to the RCAS-Y group (*p* = 0.9360, log-rank test). This suggests that *ACVR1* R206H can accelerate gliomagenesis in the absence of H3.1K27M but not vice versa (Fig. 4a, b). Furthermore, neurospheres were derived from *ACVR1* R206H, H3.1K27M, Cre, and PDGFA primary tumors and injected into Ntv-a; p53^fl/fl^ mice. Not only did secondary tumors develop, but gliomagenesis was also greatly accelerated (Supplementary Figure 2).

While examining the effect of *ACVR1* mutations on survival, we noted that mice not infected with *ACVR1* R206H were more likely to survive to the end of the study and remain asymptomatic as compared to mice that were infected with *ACVR1* R206H. Therefore, we hypothesized that *ACVR1* R206H might have an effect on tumor incidence. In fact, mice that were infected with *ACVR1* R206H, H3.1K27M, Cre, and PDGFA had increased tumor incidence (28/31 = 90%) as compared to control mice that were infected with *ACVR1* WT, H3.1K27M, Cre, and PDGFA (10/17 = 59%, *p = 0.0220, Fisher’s exact test) or *ACVR1* WT, H3.1 WT, Cre, and PDGFA (15/26 = 58%, **p = 0.0059, Fisher’s exact test) (Fig. 4c and Table 2). Surprisingly, mice that were infected with *ACVR1* R206H, Cre, and PDGFA but not H3.1K27M or *ACVR1* R206H, H3.1 WT, Cre, and PDGFA did not demonstrate an increase in tumor incidence (21/26 = 81% and 11/25 = 44%, respectively) compared to any group except each other (Fig. 4d and Table 2), suggesting that H3.1K27M is required for the effect of *ACVR1* R206H on tumor initiation and is in agreement with our observations with the glioma-like lesions without PDGFA. Furthermore, H3.3K27M can substitute for H3.1K27M mutation and cooperate with *ACVR1* R206H in tumor initiation as mice that were infected with *ACVR1* R206H, H3.3K27M, Cre, and PDGFA also had a high tumor incidence (20/22 = 91%) similar to *ACVR1* R206H, H3.1K27M, Cre, and PDGFA.

**Table 2:** *ACVR1* R206H and H3.1K27M significantly increase tumor incidence

Virus combination	Tumor incidence (total tumors/total injected)
*ACVR1* R206H; H3.1K27M	28/31 = 90%
*ACVR1* R206H; H3.3K27M	20/22 = 91%
*ACVR1* WT; H3.1K27M	10/17 = 59%
*ACVR1* R206H; H3.1 WT	11/25 = 44%
*ACVR1* WT; H3.1 WT	15/26 = 58%
*ACVR1* R206H	21/26 = 81%
RCAS Y	16/24 = 67%
*ACVR1* WT	10/20 = 50%
BMP4	13/22 = 59%
H3.1K27M	14/19 = 74%
	***p*** **value**
*ACVR1* R206H; H3.1K27M vs *ACVR1* WT; H3.1K27M	0.0220*
*ACVR1* R206H; H3.1K27M vs *ACVR1* R206H; H3.1 WT	0.0003***
*ACVR1* R206H; H3.1K27M vs *ACVR1* WT; H3.1 WT	0.0059**
*ACVR1* R206H; H3.1K27M vs *ACVR1* WT	0.0023**
*ACVR1* R206H; H3.1K27M vs RCAS Y	0.0428*
*ACVR1* R206H; H3.1K27M vs BMP4	0.0171*
*ACVR1* R206H; H3.3K27M vs *ACVR1* WT; H3.1K27M	0.0262*
*ACVR1* R206H; H3.3K27M vs *ACVR1* R206H; H3.1 WT	0.0008***
*ACVR1* R206H; H3.3K27M vs *ACVR1* WT; H3.1 WT	0.0204*
*ACVR1* R206H; H3.3K27M vs *ACVR1* WT	0.0055**
*ACVR1* R206H; H3.3K27M vs BMP4	0.0339*
*ACVR1* R206H; H3.1 WT vs *ACVR1* R206H	0.0095**

*p < 0.05; **p < 0.01; ***p < 0.001, Fisher's exact test

In light of this new information, survival curves were reanalyzed so that only tumor-bearing mice were examined in order to understand the effect of *ACVR1* mutations on survival more clearly (Fig. 4e, f and Table 3). Interestingly, *ACVR1* R206H; H3.1K27M; Cre; PDGFA tumor-bearing mice (median survival 71 days) had significantly decreased survival relative to only RCAS Y; Cre; PDGFA tumor-bearing mice (median survival 115 days *p = 0.0397, log-rank test) or H3.1K27M; Cre; PDGFA tumor-bearing mice (median survival 129.5 days *p = 0.0128, log-rank test). This effect appears to be driven by *ACVR1* R206H as *ACVR1* R206H; Cre; PDGFA tumor-bearing mice had decreased survival compared to H3.1K27M; Cre; PDGFA tumor-bearing mice (*p = 0.0417, log-rank test). Additionally, tumor grade was also examined by a blinded neuropathologist. Interestingly, the only significant difference in tumor grade among the different tumor cohorts was a subset of the comparisons with *ACVR1* R206H; H3.3K27M; PDGF-A; p53 loss tumors. As they were 100% high-grade, tumor grade was significantly higher in this cohort relative to several other cohorts such as *ACVR1* WT and H3.1 WT (Fig. 4g, h and Table 4). Collectively these results suggest that together, *ACVR1* R206H and H3.1K27M, significantly decrease survival and increase tumor incidence, suggesting a cooperating role for both mutations in tumor initiation.

**Table 3:** *ACVR1* R206H and H3.1K27M significantly decrease survival in tumors

Virus combination	*p* value
*ACVR1* R206H; H3.1K27M vs RCAS Y	0.0397*
*ACVR1* R206H; H3.1K27M vs H3.1K27M	0.0128*
*ACVR1* R206H vs H3.1K27M	0.0417*

*p < 0.05, log-rank test

**Table 4:** *ACVR1* R206H and H3.3K27M significantly increase tumor grade

Virus combination	*p* value
*ACVR1* R206H; H3.3K27M vs *ACVR1* WT; H3.1 WT	0.0052**
*ACVR1* R206H; H3.3K27M vs *ACVR1* R206H	0.0021**
*ACVR1* R206H; H3.3K27M vs RCAS Y	0.0172*
*ACVR1* R206H; H3.3K27M vs *ACVR1* WT	0.0307*
*ACVR1* R206H; H3.3K27M vs BMP4	0.0172*
*ACVR1* R206H; H3.3K27M vs H3.1K27M	0.0237*

*p < 0.05; **p < 0.01, Fisher's exact test

### *ACVR1* R206H and H3.1K27M upregulate BMP signaling and CD31

To characterize the effect of *ACVR1* R206H in vivo, immunohistochemistry staining was performed examining BMP pathway upregulation and angiogenesis as Id genes are known to regulate angiogenesis^27^. Mice that were infected with *ACVR1* R206H, H3.1K27M, Cre, and PDGFA had increased staining for Id1 and Hes1, a component of the Notch pathway and also a target of the BMP signaling pathway^28^. It should be noted that while IHC for Hes1 has yet to be performed in human DIPGs, Hes1 has been reported to be expressed at both the mRNA and protein of levels of human DIPGs^29^. Together, these results indicated that BMP signaling was upregulated and also appeared to be driven by *ACVR1* R206H (Fig. 5a). These tumors also demonstrated increased CD31 expression (Fig. 5a), suggesting a possible role for *ACVR1* R206H in promoting angiogenesis. Staining for Nestin, Olig2, and GFAP revealed no significant differences among the different genotypes (Supplementary Figure 3). Western blot analysis of tumor lysates demonstrated similar results as those observed by IHC staining, with *ACVR1* R206H, H3.1K27M; PDGF-A; p53 deficient mutant tumors having significantly higher protein levels of Id1, Hes1, and CD31 than other tumor types, with *ACVR1* R206H contributing most to these higher levels (Fig. 5b–d). Phosphorylated STAT3 Y705 expression was also analyzed as *ACVR1* R206H upregulated these levels in vitro. While not statistically, *ACVR1* R206H, Cre, and PDGFA tumors lysates showed increased phosphorylated pSTAT3 levels as compared to RCAS Y, Cre, and PDGFA tumor lysates (Fig. 5e). Together, these results provide additional evidence that *ACVR1* R206H promotes a mesenchymal signature in the presence of H3.1K27M.

**Fig. 5:**
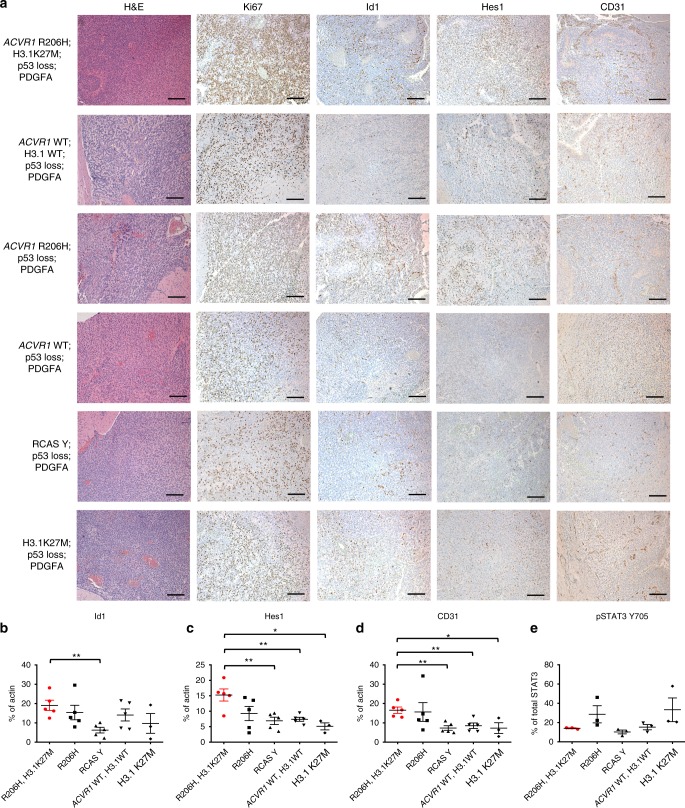
*ACVR1* R206H and H3.1K27M increase BMP signaling and CD31 expression in vivo. **a**–**e** All mice were injected with RCAS-PDGFA and RCAS-Cre along with additional RCAS viruses as indicated. **a** Representative H&E and IHC images of Ki67, Id1, Hes1, and CD31 in all injected groups. ×10 magnification, scale bar = 200 μM. **b**–**e** Western blot analysis of Id1 (**b**), Hes1 (**c**), CD31 (**d**), and pSTAT3 Y705 (**e**) expression from tumor-derived lysates from (**a**). For (**b**–**d**) all groups *n* = 5 except RCAS-PDGFA, RCAS-H3.1K27M, and RCAS-Cre injected group where *n* = 3. For (**e**) all groups *n* = 3. Data are represented as mean with SEM. *p < 0.05, unpaired *t* test

### LDN212854 decreases proliferation in vitro and in vivo

To validate our model and determine whether increased phosphorylated STAT3 Y705 levels are also observed in the human disease, human *ACVR1* mutant lysates were analyzed for phosphorylated STAT3 levels. Indeed, *ACVR1* mutant tumor tissue had significantly increased phosphorylated STAT3 Y705 levels as compared to their normal brain tissue counterparts (Fig. 6a). As both BMP and STAT3 signaling pathways appeared to be possible therapeutic targets for treating *ACVR1* mutant DIPGs, mice were infected with *ACVR1* R206H, Cre, PDGFA, and Noggin, an extracellular inhibitor of the BMP pathway, or STAT3 DN (Y705F) to inhibit the STAT3 pathway and assessed for survival benefit. Results showed that mice that were infected with Noggin had increased survival (median survival 132 days) as compared to mice infected with RCAS Y (median survival 83.5 days, *p = 0.0271, log-rank test). Mice that were infected with STAT3 DN showed no significant increase in survival (Fig. 6b). BMP and STAT3 signaling pathway inhibition was confirmed as Id1 and phosphorylated SMAD1/5/8 protein levels were decreased in mice injected with Noggin and phosphorylated STAT3 levels were decreased in mice injected with STAT3 DN (Fig. 6c). Interestingly, mice that were infected with STAT3 DN also had significantly decreased TNC and Vimentin levels as compared to mice infected with RCAS Y (Fig. 6d), demonstrating that mesenchymal gene upregulation by *ACVR1* R206H is partly regulated by STAT3 signaling. Additionally, no significant decrease in tumor incidence or tumor grade was seen in STAT3 DN infected mice (Supplementary Figure 4). These results suggest that inhibition of the BMP pathway would be the more beneficial therapeutic strategy than targeting the STAT3 pathway for *ACVR1* mutant DIPGs.

**Fig. 6:**
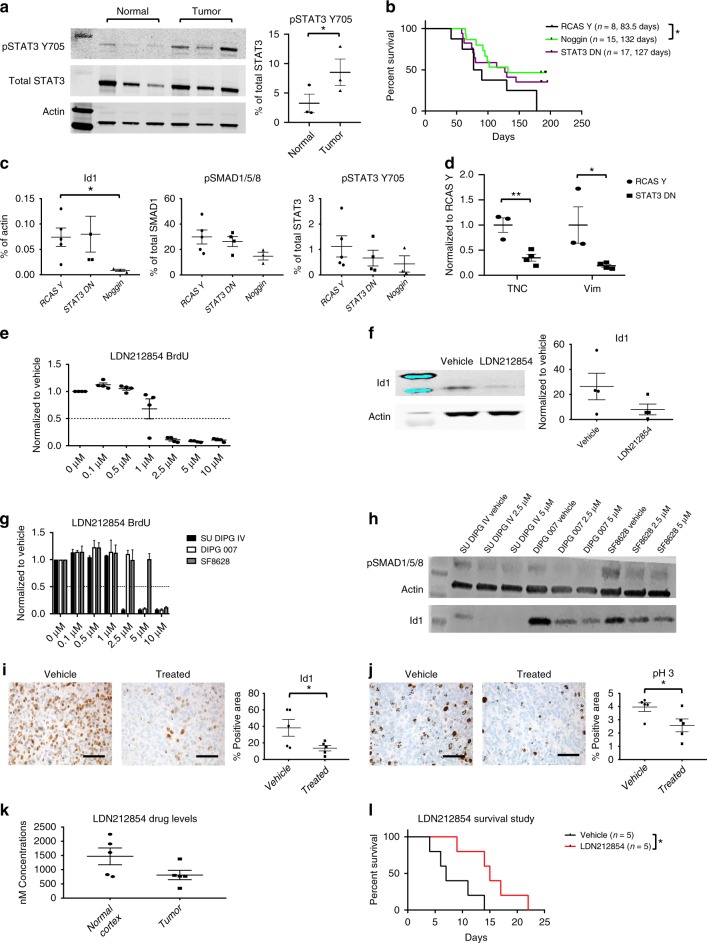
Noggin and *ACVR1* inhibitor LDN212854 increase survival in vivo. **a** pSTAT3 Y705 protein expression in normal brain tissue compared to tumor tissue from *ACVR1* mutant DIPG human samples (*n* = 3). *p < 0.05, paired *t* test. **b** Kaplan–Meier survival curve of Nestin tv-a; p53^fl/fl^ mice that were infected with RCAS-*ACVR1* R206H, RCAS-PDGFA, RCAS-Cre, and either RCAS-Y (*n* = 8), or RCAS-Noggin (*n* = 15), or RCAS-STAT3 DN (*n* = 17). *p < 0.05, log-rank test. **c** Id1, pSMAD1/5/8, and pSTAT3 Y705 protein expression from tumor-derived lysates of mice infected in (**b**) (RCAS-Y *n* = 5, RCAS-STAT3 DN *n* = 4, and RCAS-Noggin *n* = 3). *p < 0.05, unpaired *t* test. **d** qRT-PCR analysis of TNC and Vimentin of RCAS-PDGFA, RCAS-Cre, RCAS-*ACVR1* R206H and RCAS-Y infected mice (*n* = 3) vs RCAS-PDGFA, RCAS-Cre, RCAS-*ACVR1* R206H and RCAS-STAT3 DN (*n* = 4) injected mice. *p < 0.05, unpaired *t* test. **e**, **f** Tumor-derived neurospheres from Nestin tv-a; p53^fl/fl^ mice infected with RCAS-PDGFA, RCAS-Cre, RCAS-*ACVR1* R206H, and RCAS-H3.1K27M were treated with *ACVR1* inhibitor LDN212854 and assessed for proliferation (**e**) and Id1 (**f**) expression (*n* = 4). For (**f**), paired *t* test. Also see Supplementary Figure 4. **g**, **h** *ACVR1* mutant and wildtype human DIPG lines were treated with *ACVR1* inhibitor LDN212854 and assessed for proliferation (**g**) and pSMAD1/5/8 and Id1 (**h**) expression. Three independent experiments were performed. Also see Supplementary Figure 4 for quantification analysis. **i**, **j** Nestin tv-a; p53^fl/fl^ mice were injected with RCAS-*ACVR1* R206H, RCAS-H3.1K27M, RCAS-PDGFA, RCAS-Cre, and RCAS-Luciferase. **i** Id1 and phospho-histone 3 (**j**) IHC staining in vehicle vs LDN212854 treated mice (*n* = 5 mice/group, ×40 magnification, scale bar = 50 μM). *p < 0.05, unpaired *t* test. **k** LDN212854 drug levels measured in the cortex and tumor of drug-treated mice. **l** For survival studies, Nestin tv-a; p53^fl/fl^ mice were injected with RCAS-*ACVR1* R206H, RCAS-H3.1K27M, RCAS-PDGFA, RCAS-Cre. Kaplan–Meier survival curve of vehicle vs LDN212854 treated mice. *p < 0.05, log-rank test. All data are represented as mean with SEM

Currently, no pharmaceutical agents exist that specifically target *ACVR1* R206H. Therefore, to determine whether *ACVR1* R206H could be used as a therapeutic target, neurospheres derived from *ACVR1* R206H, H3.1K27M, Cre, and PDGFA primary tumors were incubated with LDN212854, an *ACVR1* inhibitor that binds ALK-2 more potently than other ALK receptors^30^. LDN212854 treatment led to decreased proliferation (Fig. 6e) and cell survival (Supplementary Figure 4) in all cell lines. However, it should be noted that LDN212854 had the same effect on neurospheres derived from primary tumors in mice not infected with *ACVR1* R206H (Supplementary Figure 4). Id1 expression was also decreased in LDN212854 treated neurospheres, indicating that LDN212854 was inhibiting the BMP pathway (Fig. 6f). To confirm our mouse studies, *ACVR1* mutant and wildtype human cell lines were treated with LDN212854. *ACVR1* mutant human cell lines SU DIPG IV (*ACVR1* G328V; H3.1K27M) and DIPG007 (*ACVR1* R206H; H3.3K27M) were more sensitive to LDN212854 treatment and had decreased proliferation at lower drug concentrations compared to *ACVR1* wildtype line SF8628 (Fig. 6g). All LDN212854 treated human lines showed significantly decreased phosphorylated SMAD1/5/8 and Id1 protein levels (Fig. 6h and Supplementary Figure 4), indicating inhibition of the BMP pathway. Mouse neurospheres and human cell lines were also treated with a second *ACVR1* inhibitor LDN214117, an inhibitor that is also a potent inhibitor of ALK2^31^. In mouse neurosphere lines, while treatment with LDN214117 did appear to inhibit the BMP pathway as evident by decreased Id1 expression, proliferation and cell viability levels were not significantly affected (Supplementary Figure 4). Similar results were also observed in LDN214117 treated human cell lines (Supplementary Figure 4). Together, these results suggest that inhibition of the BMP pathway may not be sufficient for a significant anti-tumor effect and that observed anti-tumor effects of LDN212854 may be mediated by off-target effects. Further studies will need to be done to confirm this.

However, because in vitro treatment with LDN212854 with mouse and human cell lines proved encouraging, we then sought to determine the efficacy of LDN212854 in vivo using *ACVR1* R206H, H3.1K27M, Cre, and PDGFA infected mice. Pharmacokinetics studies revealed that LDN212854 had good brain penetration and that LDN212854 treated mice had decreased Id1 expression and proliferation as compared to vehicle-treated mice (Fig. 6i–k). Survival studies of mice recipient of LDN212854 demonstrated a 2.1× increased survival with a median survival of 15 days compared to vehicle-treated mice with a median survival of 7 days after the beginning of treatment (Fig. 6l) (*p = 0.0244, log-rank test). Together, these results show that treatment with LDN212854 may be a worthwhile strategy to evaluate in a clinical trial for treating *ACVR1* mutant DIPG.

## Discussion

The role of BMP signaling in gliomagenesis is complex. Previous studies support the idea of BMP signaling as a tumor suppressor pathway in gliomas as it has been shown to block the proliferation of neural stem cells and glioma-initiating cells^32^. In contrast, it has also been shown that BMP signaling can also be tumor promoting in certain contexts^33,34^. Herein we study the effects of mutations in *ACVR1*, a serine threonine type I receptor in the BMP pathway, on DIPG biology. *ACVR1* has been implicated in oligodendroglial differentiation, but its role in the development of the pons is not clear^28^. To date, most identified *ACVR1* mutations have been restricted to DIPGs with the exception of one reported case of a pediatric glioblastoma that arose in the spinal cord and harbored a G328E mutation^35^.

To study the role of *ACVR1* in DIPG pathogenesis, brainstem progenitors were infected with three common *ACVR1* mutants: R206H, G328V, and G328E which resulted in differential effects on proliferation and cell survival with *ACVR1* R206H being the most potent mutation, *ACVR1* G328V being intermediate, and *ACVR1* G328E being the least potent. Surprisingly, the level of BMP pathway activation by the different *ACVR1* mutations in brainstem progenitors in vitro did not directly correlate with their effects on proliferation and cell survival nor did we observe an additive effect in combination with H3.1K27M. As *ACVR1* R206H had the largest effect on proliferation and cell survival in vitro, we performed RNAseq on brainstem progenitors infected with *ACVR1* R206H or *ACVR1* WT to identify target genes of this mutation. We observed significantly more differentially expressed genes between *ACVR1* R206H and *ACVR1* WT in the presence of H3.1K27M than without and noted that expression of *ACVR1* R206H in nestin-expressing brainstem progenitors upregulated genes that have been previously implicated in the mesenchymal subtype of glioma, namely CD44, Snail2, and Tenascin C^22,36,37^. Furthermore, GSEA analysis demonstrated that Stat3 signaling and EMT are positively enriched in the *ACVR1* R206H infected cells in comparison to *ACVR1* WT infected cells both with and without H3.1K27M. 

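Of the genes named for the mesenchymal subtype, *Cd44* (ENSMUSG00000005087, chromosome 2, positions 102811141 to 102901665 of mm10) rose with *ACVR1* R206H in the presence of H3.1K27M from 152 ± 7.59 to 223.5 ± 21.3 CPM (SD, n = 3 each), a log2 fold change of 0.59 (standard error 0.06, adjusted p = 1.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tnc* (ENSMUSG00000028364, chromosome 4, positions 63959785 to 64047015) rose from 189.5 ± 20.6 to 330.1 ± 8.18 CPM, a log2 fold change of 0.83 (standard error 0.06, adjusted p = 2.3e-06 from edgeR's test). *Snai2*, which encodes Snail2 (ENSMUSG00000022676, chromosome 16, positions 14705852 to 14709385), rose from 0.381 ± 0.166 to 2.46 ± 0.676 CPM, a log2 fold change of 2.75 (standard error 0.32, adjusted p = 7.2e-05 from edgeR's test). Without H3.1K27M, *Snai2* fell under the minimum mean count and was not tested. The log2 fold change there was 0.64 for *Cd44* and 0.56 for *Tnc*, both with an adjusted p of 0.94 in edgeR's test. For *Tnc* 1 *ACVR1* WT replicate, at 183 CPM, lay above all 3 *ACVR1* R206H samples. *Vim* and *L1cam* rose with H3.1K27M by 0.51 and 1.97 on the log2 scale (adjusted p = 1.4e-05 and 7.0e-05 from edgeR's test), and *Sox10* had a log2 fold change of -0.47 (adjusted p = 0.00085 from edgeR's test). Without H3.1K27M the log2 fold changes of *Vim*, *L1cam* and *Sox10* were 0.37, 1.80 and -1.13, each with an adjusted p of 0.94 in edgeR's test. Of these, the paper lists *L1cam* as changed without H3.1K27M, and its adjusted p in DESeq2's Wald test was 0.072. With all 12 samples in one fit, *Cd44*, *Tnc* and *Sox10* were no longer past the threshold with H3.1K27M. In that fit each gene has the same estimate of the spread in all groups, including the *ACVR1* WT replicates without H3.1K27M, which spread most. The log2 fold changes of *Cd44* and *Tnc* were 0.58 and 0.83 there, with larger standard errors of 0.16 and 0.35. None of these genes had an interaction past the threshold, with adjusted p values from 0.64 for *Snai2* to 0.95 for *Cd44* in edgeR's test.

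**Figure D3:**
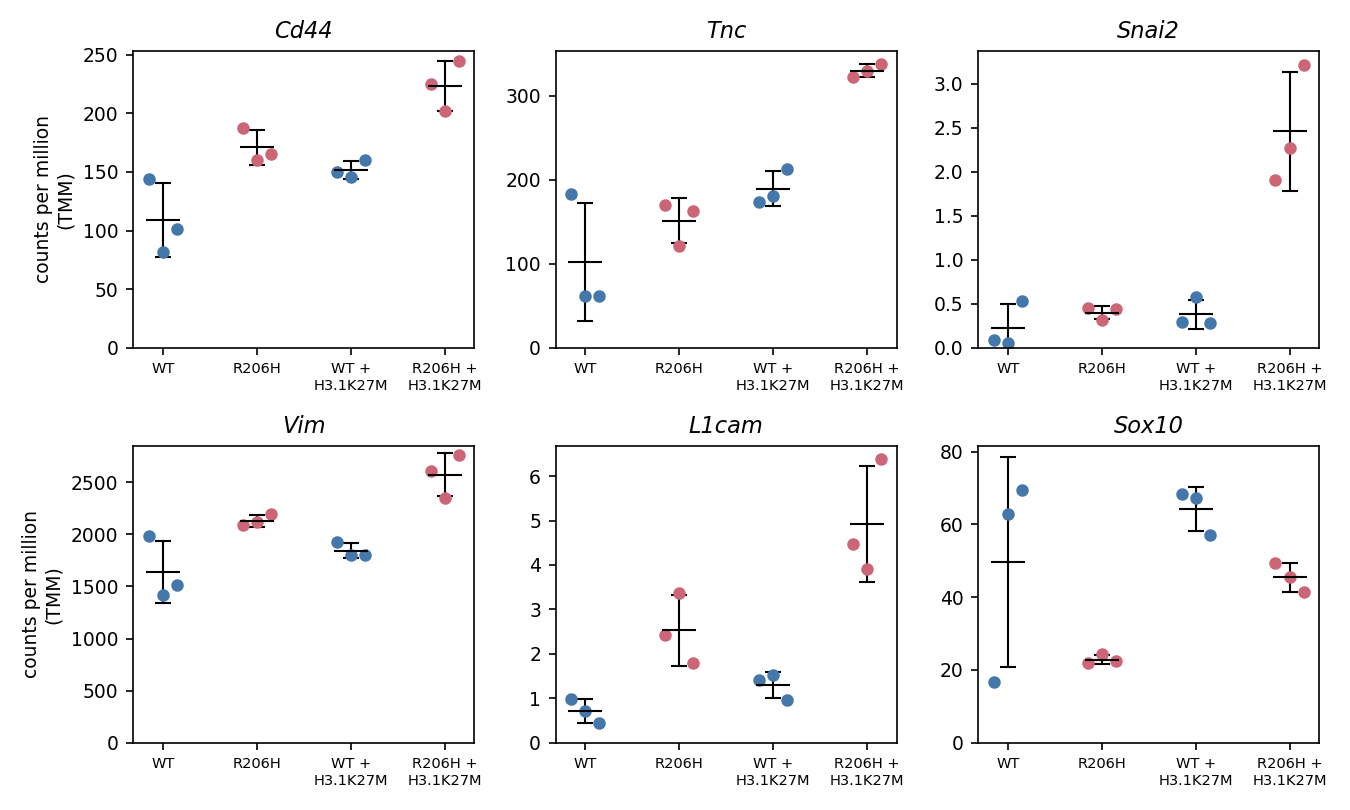
CPM of *Cd44*, *Tnc*, *Snai2*, *Vim*, *L1cam* and *Sox10* in each sample (points), with the mean and SD of the 3 replicates of each group (horizontal line and bar). With H3.1K27M the *ACVR1* R206H samples lie on the same side of the *ACVR1* WT samples for every gene, and without it the *ACVR1* WT replicates of *Tnc* run from 61.4 to 183 CPM.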

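In a pre-ranked test of the kind the authors used, with genes ranked by DESeq2's Wald statistic, the classic enrichment statistic and 1000 permutations of the genes, the EMT core genes of the comparison with H3.1K27M had a normalized enrichment score of 3.11 without it. Those of the comparison without H3.1K27M had a score of 3.95 with it. For the IL-6/JAK/STAT3 core genes the scores were 2.66 without H3.1K27M and 2.33 with it. At most 1 of the permutations of the same sign reached the observed score in each of these tests (permutation p of at most 0.0020). Such permutations treat genes as independent, and the scores belong to the core lists, not to the full sets. The permutations also take no account of the tendency of genes that rise in one background to rise in the other.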

In support of the GSEA analysis, western blot analysis confirmed that brainstem progenitors infected with *ACVR1* R206H have significantly higher levels of Stat3 phosphorylation than *ACVR1* WT. As Stat3 signaling has been previously implicated in the mesenchymal transformation of adult glioblastomas, we hypothesized that the upregulation of mesenchymal markers by *ACVR1* R206H in the presence of H3.1K27M is at least in part due to the activation of Stat3 signaling. We provide some evidence in support of this by demonstrating that exogenous expression of a Stat3 dominant negative (Y705F) during tumor initiation with *ACVR1* R206H; PDGF-A; and p53 loss results in downregulation of two mesenchymal genes that were upregulated by *ACVR1* R206H in vitro, namely vimentin and tenascin C.

Through the development of our DIPG genetic model that incorporated *ACVR1* mutations, it noted that three of the most common *ACVR1* mutants (*ACVR1* R206H, *ACVR1* G328V, and *ACVR1* G328E) were not sufficient to induce DIPGs, even in combination with H3.1K27M, p53 loss, and PTEN loss. We did observe the formation of glioma-like lesions in a subset of these mice at 6 months post infection. Through these experiments, we discovered that the glioma-like lesions induced by mutant *ACVR1*, H3.1K27M, and p53 loss express a mesenchymal phenotype based on the expression of CD44, CD31, pSTAT3, Iba1, vimentin, and minimal Olig2 expression. The original description of the mesenchymal glioma subtype in adult gliomas noted that mesenchymal gliomas harbor an astrocytic histology, which is consistent with our observations that a pathway that promotes astrocytic differentiation such as the BMP pathway can promote gliomagenesis of the mesenchymal subtype^38,39^. In addition, our observation of significantly increased CD31 immunostaining with the addition of *ACVR1* R206H to the PDGF-A; p53 loss driven glioma model is also consistent with the mesenchymal subtype that is characterized by increased angiogenesis. Of note, an angiogenesis gene profile was also significantly enriched in the GSEA analysis of nestin-expressing brainstem progenitors infected with *ACVR1* R206H relative to *ACVR1* WT in the presence of H3.1K27M. Thus, our findings add *ACVR1* to NF1 deletion as an additional genetic alteration found in human gliomas that promote mesenchymal transformation^40–43^.

As mutant *ACVR1*, H3.1K27M, and p53 loss were not sufficient to induce murine DIPGs, PDGF-A was added to the model as PDGFRA amplifications are occasionally seen in human DIPGs that harbor *ACVR1* mutations^6,15^. While the significance of the requirement for PDGF-A to develop *ACVR1* mutant DIPGs with this modeling approach is unclear, PDGF-A has recently been reported to be expressed in at least a subset of DIPG tumor cells in at least 3 out of 4 different assays (cultured DIPG RNAseq, primary bulk DIPG RNAseq, primary single cell DIPG RNAseq)^23^. It is possible that tumor initiation in utero with these genetic alterations or in a different cell-of-origin postnatally may obviate the requirement for PDGF-A ligand (or other similar genetic alteration such as mutant PDGFRA). Nonetheless, *ACVR1* R206H and H3.1K27M accelerated gliomagenesis and increased tumor incidence in the presence of PDGFA and p53 loss. Surprisingly, when we evaluated the effect of *ACVR1* R206H and H3.1K27M separately from each other, *ACVR1* R206H accelerated gliomagenesis without H3.1K27M while H3.1K27M was able to accelerate gliomagenesis only in the presence of *ACVR1* R206H. These observations support our conclusions that the two genetic alterations cooperate in DIPG pathogenesis, and hence their strong association in the human tumors.

To determine whether targeting the BMP pathway is therapeutic in *ACVR1* mutant DIPGs, we sought to inhibit BMP signaling by expressing exogenous Noggin, an extracellular antagonist of the BMP pathway, along with *ACVR1* R206H, PDGFA, and p53 loss at tumor initiation. Noggin significantly inhibited the BMP pathway in vivo and successfully delayed gliomagenesis, suggesting that targeting the BMP pathway may be therapeutic. As our in vitro studies unraveled that Stat3 signaling is activated by *ACVR1* R206H, we likewise expressed a dominant negative Stat3 instead of Noggin and observed that dominant negative Stat3 is not successful in significantly delaying gliomagenesis. Therefore, we proceeded to evaluate the anti-tumor effects of two ALK2 inhibitors that have been developed for FOP. LDN212854, was significantly more efficacious than LDN214117 in vitro, in both cell-lines derived from our murine model and human DIPG cell-lines. The reason for this is unclear and requires further investigation. Interestingly, LDN212854 has been demonstrated to significantly inhibit heterotopic ossification in multiple mouse model of FOP^17,30^. We noted that LDN212854 inhibited glioma neurosphere lines at a similar IC50s independent of expression of the *ACVR1* R206H mutation. LDN214117 treatment did not reach an IC50 in the murine cell-lines nor in the human cell-lines even at a dose whereby Id1 levels were significantly inhibited. Together, these observations suggest that the efficacy of LDN212854 may be partly through an ALK2 independent mechanism and inhibition of ALK2 alone may not be sufficient for robust antitumor effect.

In conclusion, as BMP ligands are currently being used in clinical trials to treat high-grade gliomas in adults (ClinicalTrials.gov identifier NCT02869243)^44^, it is important to understand how BMP signaling is contributing to gliomagenesis in certain contexts and inhibiting gliomagenesis in others. This may be a region-specific effect as *ACVR1* mutations have only been observed thus far in the pons and spinal cord (i.e., midline gliomas). Our observations suggest that *ACVR1* mutations have differing effects on proliferation and cell survival in vitro and *ACVR1* mutations promote mesenchymal transformation in part by activating Stat3 signaling. Our genetic experiment with Noggin as well as evaluation of LDN212854 in mouse and human models suggest that inhibiting BMP signaling may be a successful therapeutic strategy in DIPGs that harbor *ACVR1* mutations.

## Methods

### Mice

Nestin-Tv-a (Ntv-a);p53^fl/fl^ mice were generated by crossing Ntv-a mice with p53^fl/fl^ mice^45^. Ntv-a;p53^fl/fl^;PTEN^fl/fl^ mice were generated by crossing Ntv-a;p53^fl/fl^ mice with PTEN^fl/fl^ mice. We have complied with all relevant ethical regulations for animal testing and research. All animals were used according to protocols approved at Duke University and Northwestern University Animal Care and Use Committee and the Guide for the Care and Use of Laboratory Animals (Animal Protocol A214-13-8 at Duke University and IS00005105 at Northwestern University).

### Infection of brainstem neurospheres with RCAS viruses

Brainstem tissue was isolated from Ntv-a;p53^fl/fl^ pups at postnatal day 3 (p3) and dissociated with papain and ovomucoid^46^. Cells were then cultured under neurosphere conditions in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% proliferation supplement (Stem Cell Technologies), 1% Pen–Strep (Invitrogen), 20 ng/mL human basic FGF (Invitrogen), 10 ng/mL human EGF (Invitrogen), and 2 μg/mL heparin (Stem Cell Technologies) and incubated at 37 °C with 5% CO_2_. Concentration of RCAS viruses was performed per the manufacturer’s instructions (Clontech). Subsequently, neurospheres were then seeded in 96-well plates and infected with virus. Proliferation and cell survival assays were performed 3 days post infection with virus. Proliferation was measured by a bromodeoxyuridine (BrdU)-based cell proliferation ELISA assay kit (Roche) per the manufacturer’s instructions and read on a Molecular Devices Versa Max tunable microplate. Cell viability was assessed through the use of a CellTiter-Glo Luminescent cell viability assay per the manufacturer’s instructions and read on Turner Biosystems Modulus Microplate luminometer. All experiments were performed in triplicate wells.

### Western blot analysis

Virus infected p3 brainstem progenitor neurospheres, primary tumor-derived neurospheres, or snap frozen tumors were made into lysates using RIPA buffer that contained 1× Protease Inhibitor Cocktail (Sigma Aldrich), 10 mM PMSF, 50 mM NaF, 1 mM NaVO_4_, and 1 mM DTT^46^. Following protein quantification through BCA protein assays (Fisher Scientific) per the manufacturer’s instructions, lysates were run on a NuPAGE 4–12% Bis–Tris gradient gel (Invitrogen) and transferred onto a nitrocellulose membrane. Membranes were incubated with primary antibodies at a 1:1000 dilution in Odyssey Blocking Buffer (Li-Cor) with 0.2% Tween-20 overnight at 4 °C. Incubation with secondary antibodies occurred at room temperature for 1 h at a dilution of 1:10,000. Antibodies used for Western blot analysis can be found in Supplementary Methods. All uncropped and unprocessed scans of representative blots can be found in Supplementary Data 3.

### qRT-PCR analysis

Total RNA was isolated from virus infected p3 brainstem progenitor neurospheres or primary derived tumors through the use of an RNeasy kit (Qiagen) per the manufacturer’s instructions. For qRT-PCR validation, cDNA was synthesized from total mRNA using Superscript II and OligodT primers (Invitrogen). All qRT-PCR experiments were performed using triplicate wells. qRT-PCR analysis was performed on a Bio-Rad iQ5 Multicolor Real-Time PCR Detection System. Primers for all tested genes can be found in the Supplementary Methods. Relative expression of target genes was analyzed using the ΔΔC_t_ method.

### RNAseq analysis

Paired-end fastq files were imported into Galaxy^47^, aligned to the mm10 genome using RNA-STAR, and aligned reads were counted using HTSeq-count with the Ensembl mm10 transcriptome GTF file as the feature file. The following HTSeq-count parameters were used: stranded = no, mode = union, minimum alignment quality = 10, map nonunique or ambiguous reads = none. HTSeq-count files were imported into R (https://www.r-project.org/), genes with <10 reads base mean were removed, and differential expression analysis was performed with the DESeq2 package^48^ using the DESeqDataSetFromHTSeqCount function with default settings. DESeq2 analyses were run comparing *ACVR1* wild-type to *ACVR1* R206H mutant samples in the presence or absence of H3.1K27M mutation. GSEA pre-ranked analysis was run using genes ranked according to the Wald statistic with the following parameters: permutations = 1000, enrichment statistic = classic, max size = 500, min size = 20, normalization mode = meandiv.

### Generation of glioma-like lesions and brainstem gliomas

DF1 cells were cultured in DMEM with 10% fetal bovine serum (FBS)^45^. Transfection of DF1 cells with RCAS plasmids was performed through the use of X-TremeGENE 9 (Roche) per the manufacturer’s instructions. For generation of glioma-like lesions and brainstem gliomas, 1 × 10^5^ virus producing DF1 cells were injected intracranially into the brainstem of neonatal Ntv-a;p53^fl/fl^ or Ntv-a;p53^fl/fl^;PTEN^fl/fl^ pups (postnatal days 3–5) in a 1 μL volume using a Hamilton syringe. Combination of viruses were injected at a 1:1, 1:1:1, 1:1:1:1, or a 1:1:1:1:1 ratio. Mice were monitored daily and euthanized with CO_2_ when they were symptomatic (including an enlarged head, ataxia, weight loss up to 25%) or 6 months post injection if they were asymptomatic.

### Immunofluorescence

Preneoplastic lesions were assessed for *ACVR1* expression by immunofluorescence staining. In brief, 5 μM thick sections were deparaffinized using xylene and decreasing concentrations of ethanol and rehydrated in PBS-T (0.1% Triton X-100). Following blocking with normal goat serum, slides were incubated with primary antibody (anti-DDK) at 4 °C overnight. Incubation with secondary antibody AlexaFluor-594 occurred at room temperature for 1 h. Slides were then mounted with Vectashield with Dapi (Vector Laboratories) and imaged using a Zeiss Axio Imager.

### Immunohistochemistry staining and analysis

Tumor tissue was fixed in 10% formalin and embedded in paraffin by the Duke Pathology Core. 5 μm sections were then cut using a Leica RM2235 microtome. Immunohistochemistry analysis was performed using an automated processor (Discovery XT, Ventana Medical Systems, Inc.). Antibodies used for IHC analysis are listed in Supplementary Methods. For quantification of IHC staining, 10 different high-powered fields (×40 magnification) were captured for each tumor. Images were then analyzed using Metamorph software in which total nuclear area of positive staining was compared to total nuclear area.

### Tumor grading

Formalin-fixed tumor samples were embedded in paraffin by the Duke Pathology Core and subsequently cut into 5 μM thick sections using a Leica RM2235 microtome. Hematoxylin and eosin (H&E) staining was performed using standard protocols. Tumor presence and grading were determined by a blinded neuropathologist. High-grade tumors were classified on the presence of vascular proliferation and/or pseudopalisading necrosis. Tumors with no vascular proliferation and/or pseudopalisading necrosis were classified as low grade. Tumors from found dead animals were excluded from grading analysis.

### Bioluminescence and MR imaging

For in vivo bioluminescence imaging, Ntv-a;p53^fl/fl^ mice were infected with RCAS-*ACVR1* R206H, RCAS-PDGFA, RCAS-H3.1K27M, RCAS-Cre, and RCAS-Luciferase. D-Luciferin was reconstituted per the manufacturer’s protocol (Gold Biotechnology) and administered intraperitoneally (10 μL/g) following sedation with isoflurane. Images were collected until the peak signal was reached. All bioluminescence imaging was performed using an IVIS Lumina XR in vivo imaging system. MR imaging was conducted on a 7 Tesla Clinscan MRI (Bruker, Germany). Ten minutes prior to scanning each mouse was injected intraperitoneally with gadolinium-based MR contrast agent at 0.3 mmol/kg to allow for agent to reach the brain and enhance the tumor regions. Each mouse was then anesthetized using a mixture of isoflurane and 100% O_2_ and placed in an MR compatible cradle. Respiration was monitored and recorded (SAI Instrument, NJ, USA) and body temperature was maintained at ~37 °C using a heated water system built-in the cradle. MR images were acquired using a dedicated four-channel mouse brain coil (Bruker, Germany) After initial localization sequences (tri-axial gradient echo sequences) a series of 2D images were acquired using T2 weighted Multi Spin Echo sequences in all 3 directions (transversal, longitudinal, and sagittal) with TR = 2000 ms and TE = 40 ms with a spatial resolution of ~80 μm and slice thickness of 0.7 mm. Finally, a 3D gradient T1 weighted echo sequence with isotropic resolution 150 μm was acquired with TR = 40 ms, TE = 3 ms, and Flip Angle FA = 10 yielding high-resolution 3D picture of the brain of each mouse. Post-acquisition inspection of the set of 2D and 3D images enabled assessment of morphological abnormalities associated with widespread tumor progression and detection of tumor masses.

### Treatment with *ACVR1* inhibitors LDN212854 and LDN214117

For in vitro drug experiments, primary tumor-derived neurospheres were generated as described above. Neurospheres were then placed in 96-well plates and allowed to adhere for 24 h. Subsequently, cells were treated with LDN212854, LDN214117, or 0.1% DMSO for 24 h. BrdU, CellTiter-Glo, and Western blot assays were performed as described above to measure cell proliferation, cell viability, and pathway inhibition. For short term in vivo treatment with LDN212854 Ntv-a;p53^fl/fl^ mice were infected with RCAS-*ACVR1* R206H, RCAS-PDGFA, RCAS-H3.1K27M, RCAS-Cre, and RCAS-Luciferase to facilitate the tracking of tumor development and growth over time. Tumor presence was confirmed through luminescence imaging as described above. Mice bearing tumors were then randomized and treated with LDN212854 (10 mg/kg, twice daily, intraperitoneally) or vehicle (PBS) for 5 consecutive days. Tissue was harvested 4 h after the final dose and fixed in 10% formalin or snap frozen. For in vivo survival studies with LDN212854 Ntv-a;p53^fl/fl^ mice were infected with RCAS-*ACVR1* R206H, RCAS-PDGFA, RCAS-H3.1K27M, and RCAS-Cre. Tumor presence was confirmed by MRI imaging as described above. Mice were then administered LDN212854 (6 mg/kg, intraperitoneally) or vehicle (PBS) twice a day until euthanasia endpoints were met as described above.

### Human DIPG models

Primary pediatric human glioma cell lines, SF8628 and DIPG007 (HSJD-DIPG-007), containing H3.3K27M mutations and SU-DIPG-IV containing H3.1K27M mutations, were obtained from Dr. Rintaro Hashizume at Northwestern University (Chicago, IL), Dr. Michelle Monje at Stanford University (Stanford, CA), and Dr. Angel Montero Carcaboso at Hospital Sant Joan de Déu (Barcelona, Spain), in accordance with institutionally approved protocol at each institution^49–51^. SF8628 cells derived from surgical biopsy were maintained as an exponentially growing monolayer in complete medium consisting of DMEM (GIBCO 11965, Invitrogen) supplemented with 10% FBS with penicillin–streptomycin and plasmocin. SU-DIPG IV cell culture derived from DIPG autopsy tissue was grown as tumor neurospheres in tumor stem media (TSM) consisting of DMEM/F12 (Invitrogen), Neurobasal(-A) (Invitrogen), B27(-A) (Invitrogen), human-bFGF (20 ng/mL; Shenandoah Biotechnology), human-EGF (20 ng/mL; Shenandoah Biotechnology), human PDGF-AB (20 ng/mL; Shenandoah Biotechnology), and heparin (10 ng/mL). DIPG007 (HSJD-DIPG-007) cells were derived from the autopsy and were maintained as an exponentially growing monolayer in TSM media supplemented with 5% FBS. Human cell cultures were validated by DNA fingerprinting using short tandem repeat (STR) analysis (PowerPlex16HS—Human specific; includes a mouse marker for detection of mouse DNA) and checked for mycoplasma contamination. No mycoplasma was detected. STR analysis can be found in Supplementary Data 4 and Supplementary Figures 5–7. Proliferation experiments using human DIPG cell lines was measured by a bromodeoxyuridine (BrdU) based cell proliferation ELISA assay kit (Roche) as described above. All experiments were performed in triplicate wells for a total of 3 independent experiments. Additional de-identified human DIPG lysates harboring *ACVR1* mutations were collected upon autopsy at Children’s National Medical Center as part of an IRB-approved protocol, IRB-1339, PI Dr. Javad Nazarian and used in our study. For western blot analysis using human DIPG lysates, a total of 3 independent experiments were also performed.

### Pharmacokinetic analysis

Snap frozen tissue was collected from Ntv-a;p53^fl/fl^ mice injected with RCAS-*ACVR1* R206H, RCAS-PDGFA, RCAS-H3.1K27M, RCAS-Cre, and RCAS-Luciferase and treated with LDN212854 (10 mg/kg, twice daily, intraperitoneally) or vehicle (PBS) for 5 consecutive days. Measurement of drug levels including sample processing and liquid chromatography tandem-mass spectrometry (LC/MS/MS) assay was performed by the Duke Cancer Institute, Pharmaceutical Services-PK/PD Core Lab as described previously^52^.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism software (Version 7.0). For p3 brainstem progenitor neurosphere in vitro assays, Western blots, and qRT-PCR experiments data are represented as the mean with SEM and analyzed using paired *t* tests (two-tailed). Sample sizes in figure legends represent the number of cell lines from independent p3 litters. All survival curves were analyzed by log-rank (Mantel–Cox) test. Tumor incidence and grade were measured by Fisher’s exact test (two-tailed). Quantification of in vivo experiments including Western blot analysis from tumor-derived lysates, IHC staining, and tumor-derived qRT-PCR analysis were performed using unpaired *t* tests (two-tailed). For all tests, *p* values of less than 0.05 were considered significant.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

RNAseq data that support the findings of this study have been deposited in Geo Bank under the accession number GSE125627. The authors declare that all other data supporting the findings of this study are available within the article and Supplementary Information files.

## References

[1] Freeman CR, Farmer JP (1998). Pediatric brain stem gliomas: a review. Int. J. Radiat. Oncol. Biol. Phys..

[2] Schroeder KM, Hoeman CM, Becher OJ (2014). Children are not just little adults: recent advances in understanding of diffuse intrinsic pontine glioma biology. Pediatr. Res..

[3] Hargrave D, Bartels U, Bouffet E (2006). Diffuse brainstem glioma in children: critical review of clinical trials. Lancet Oncol..

[4] Wu G (2012). Somatic histone H3 alterations in pediatric diffuse intrinsic pontine gliomas and non-brainstem glioblastomas. Nat. Genet..

[5] Schwartzentruber J (2012). Driver mutations in histone H3.3 and chromatin remodelling genes in paediatric glioblastoma. Nature.

[6] Buczkowicz P (2014). Genomic analysis of diffuse intrinsic pontine gliomas identifies three molecular subgroups and recurrent activating ACVR1 mutations. Nat. Genet..

[7] Khuong-Quang DA (2012). K27M mutation in histone H3.3 defines clinically and biologically distinct subgroups of pediatric diffuse intrinsic pontine gliomas. Acta Neuropathol..

[8] Chan KM (2013). The histone H3.3K27M mutation in pediatric glioma reprograms H3K27 methylation and gene expression. Genes Dev..

[9] Lewis PW (2013). Inhibition of PRC2 activity by a gain-of-function H3 mutation found in pediatric glioblastoma. Science.

[10] Bender S (2013). Reduced H3K27me3 and DNA hypomethylation are major drivers of gene expression in K27M mutant pediatric high-grade gliomas. Cancer Cell.

[11] Venneti S (2013). Evaluation of histone 3 lysine 27 trimethylation (H3K27me3) and enhancer of Zest 2 (EZH2) in pediatric glial and glioneuronal tumors shows decreased H3K27me3 in H3F3A K27M mutant glioblastomas. Brain Pathol..

[12] Sturm D (2012). Hotspot mutations in H3F3A and IDH1 define distinct epigenetic and biological subgroups of glioblastoma. Cancer Cell.

[13] Fontebasso AM (2014). Recurrent somatic mutations in ACVR1 in pediatric midline high-grade astrocytoma. Nat. Genet..

[14] Taylor KR (2014). Recurrent activating ACVR1 mutations in diffuse intrinsic pontine glioma. Nat. Genet..

[15] Wu G (2014). The genomic landscape of diffuse intrinsic pontine glioma and pediatric non-brainstem high-grade glioma. Nat. Genet..

[16] Shore EM (2006). A recurrent mutation in the BMP type I receptor ACVR1 causes inherited and sporadic fibrodysplasia ossificans progressiva. Nat. Genet..

[17] Dey D (2016). Two tissue-resident progenitor lineages drive distinct phenotypes of heterotopic ossification. Sci. Transl. Med..

[18] Carro MS (2010). The transcriptional network for mesenchymal transformation of brain tumours. Nature.

[19] Hatsell SJ (2015). ACVR1R206H receptor mutation causes fibrodysplasia ossificans progressiva by imparting responsiveness to activin A. Sci. Transl. Med..

[20] Ballester LY (2013). Morphologic characteristics and immunohistochemical profile of diffuse intrinsic pontine gliomas. Am. J. Surg. Pathol..

[21] Castel D (2015). Histone H3F3A and HIST1H3B K27M mutations define two subgroups of diffuse intrinsic pontine gliomas with different prognosis and phenotypes. Acta Neuropathol..

[22] Puget S (2012). Mesenchymal transition and PDGFRA amplification/mutation are key distinct oncogenic events in pediatric diffuse intrinsic pontine gliomas. PLoS One.

[23] Lin GL (2018). Non-inflammatory tumor microenvironment of diffuse intrinsic pontine glioma. Acta Neuropathol. Commun..

[24] Plessier A (2017). New in vivo avatars of diffuse intrinsic pontine gliomas (DIPG) from stereotactic biopsies performed at diagnosis. Oncotarget.

[25] Funato K, Major T, Lewis PW, Allis CD, Tabar V (2014). Use of human embryonic stem cells to model pediatric gliomas with H3.3K27M histone mutation. Science.

[26] Pathania M (2017). H3.3(K27M) cooperates with Trp53 loss and PDGFRA gain in mouse embryonic neural progenitor cells to induce invasive high-grade gliomas. Cancer Cell.

[27] Lyden D (1999). Id1 and Id3 are required for neurogenesis, angiogenesis and vascularization of tumour xenografts. Nature.

[28] Petersen MA (2017). Fibrinogen activates BMP signaling in oligodendrocyte progenitor cells and inhibits remyelination after vascular damage. Neuron.

[29] Taylor IC (2015). Disrupting NOTCH slows diffuse intrinsic pontine glioma growth, enhances radiation sensitivity, and shows combinatorial efficacy with bromodomain inhibition. J. Neuropathol. Exp. Neurol..

[30] Mohedas AH (2013). Development of an ALK2-biased BMP type I receptor kinase inhibitor. ACS Chem. Biol..

[31] Mohedas AH (2014). Structure–activity relationship of 3,5-diaryl-2-aminopyridine ALK2 inhibitors reveals unaltered binding affinity for fibrodysplasia ossificans progressiva causing mutants. J. Med. Chem..

[32] Piccirillo SG (2006). Bone morphogenetic proteins inhibit the tumorigenic potential of human brain tumour-initiating cells. Nature.

[33] Hover LD (2016). Bone morphogenetic protein signaling promotes tumorigenesis in a murine model of high-grade glioma. Neuro Oncol..

[34] Lee J (2008). Epigenetic-mediated dysfunction of the bone morphogenetic protein pathway inhibits differentiation of glioblastoma-initiating cells. Cancer Cell.

[35] Kline CN (2017). Targeted next-generation sequencing of pediatric neuro-oncology patients improves diagnosis, identifies pathogenic germline mutations, and directs targeted therapy. Neuro Oncol..

[36] Pietras A (2014). Osteopontin-CD44 signaling in the glioma perivascular niche enhances cancer stem cell phenotypes and promotes aggressive tumor growth. Cell Stem Cell.

[37] Chow KH (2017). S100A4 is a biomarker and regulator of glioma stem cells that is critical for mesenchymal transition in glioblastoma. Cancer Res..

[38] Phillips HS (2006). Molecular subclasses of high-grade glioma predict prognosis, delineate a pattern of disease progression, and resemble stages in neurogenesis. Cancer Cell.

[39] Srikanth M, Kim J, Das S, Kessler JA (2014). BMP signaling induces astrocytic differentiation of clinically derived oligodendroglioma propagating cells. Mol. Cancer Res..

[40] Friedmann-Morvinski D (2012). Dedifferentiation of neurons and astrocytes by oncogenes can induce gliomas in mice. Science.

[41] Ozawa T (2014). Most human non-GCIMP glioblastoma subtypes evolve from a common proneural-like precursor glioma. Cancer Cell.

[42] Verhaak RG (2010). Integrated genomic analysis identifies clinically relevant subtypes of glioblastoma characterized by abnormalities in PDGFRA, IDH1, EGFR, and NF1. Cancer Cell.

[43] Herting CJ (2017). Genetic driver mutations define the expression signature and microenvironmental composition of high-grade gliomas. Glia.

[44] Duggal R (2013). Vaccinia virus expressing bone morphogenetic protein-4 in novel glioblastoma orthotopic models facilitates enhanced tumor regression and long-term survival. J. Transl. Med..

[45] Barton KL (2013). PD-0332991, a CDK4/6 inhibitor, significantly prolongs survival in a genetically engineered mouse model of brainstem glioma. PLoS One.

[46] Misuraca KL (2014). Pax3 expression enhances PDGF-B-induced brainstem gliomagenesis and characterizes a subset of brainstem glioma. Acta Neuropathol. Commun..

[47] Afgan E (2016). The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2016 update. Nucleic Acids Res..

[48] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[49] Grasso CS (2015). Functionally defined therapeutic targets in diffuse intrinsic pontine glioma. Nat. Med..

[50] Hashizume R (2012). Characterization of a diffuse intrinsic pontine glioma cell line: implications for future investigations and treatment. J. Neurooncol..

[51] Mohammad F (2017). EZH2 is a potential therapeutic target for H3K27M-mutant pediatric gliomas. Nat. Med..

[52] Hennika T (2017). Pre-clinical study of panobinostat in xenograft and genetically engineered murine diffuse intrinsic pontine glioma models. PLoS One.

# Supplementary material for: ACVR1 R206H cooperates with H3.1K27M in promoting diffuse intrinsic pontine glioma pathogenesis
**Source:** Nat Commun. 2019 Mar 4;10:1023. doi: 10.1038/s41467-019-08823-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

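When the deposited counts were analysed with DESeq2 on every gene, without a minimum count beforehand, 24 genes had an adjusted p under 0.05 without H3.1K27M, 23 of them higher with *ACVR1* R206H, and 2478 genes had one with H3.1K27M, 1314 of them higher. All 24 listed genes and all 1999 genes read from the longer list were among them, and the log2 fold changes differed from the listed ones by at most 6.0e-06. The lowest mean normalized count among the genes called was 32.6 without H3.1K27M and 15.8 with it, so that removing genes with a mean below 10 after the test removed none of them. Each list gives a gene's mean normalized count, its log2 fold change with a standard error, the Wald statistic and the p value before and after adjustment.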

Description: Lists of significantly differentially expressed genes in ACVR1 R206H infected neurospheres compared to ACVR1 WT infected neurospheres, with and without H3.1K27M, as determined by RNAseq analysis.

File Name: Supplementary Data 2

Description: GSEA analysis results of ACVR1 R206H infected neurospheres compared to ACVR1 WT infected neurospheres, with and without H3.1K27M, as determined by RNAseq analysis.

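A hallmark set is enriched in this test when its genes lie near the top of the list of genes ranked by the Wald statistic (a positive score) or near its bottom (a negative score). For a positive score, as for the 2 sets here, the core genes are those ranked before the point where the running sum peaks. With the sizes of the sets as listed, the core genes placed in the DESeq2 ranking of the deposited counts gave an enrichment score of 0.157 for EMT without H3.1K27M (73 of its 81 core genes matched to a mouse symbol among the genes ranked) and of 0.224 with it (65 of 65). For IL-6/JAK/STAT3 signaling the score was 0.197 without H3.1K27M and 0.274 with it. The paper's listed scores are 0.208 and 0.229 for EMT and 0.199 and 0.301 for IL-6/JAK/STAT3 signaling.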

File Name: Supplementary Data 3

Description: Uncropped and unprocessed Western blot gels of representative images.

File Name: Supplementary Data 4

Description: Validation of human cells lines using short tandem repeat analysis

# Supplementary material for: ACVR1 R206H cooperates with H3.1K27M in promoting diffuse intrinsic pontine glioma pathogenesis
**Source:** Nat Commun. 2019 Mar 4;10:1023. doi: 10.1038/s41467-019-08823-9

Hoeman et al. Figure 1 Western blots

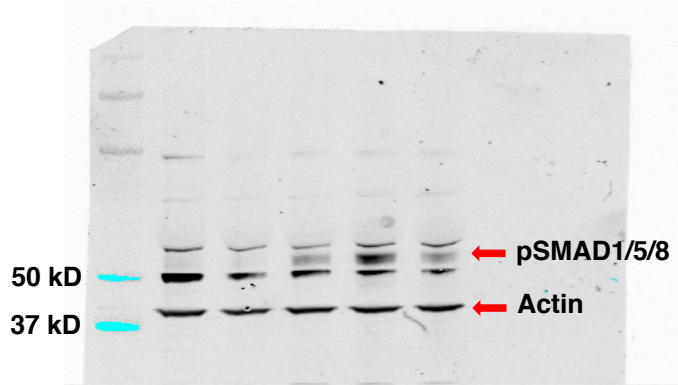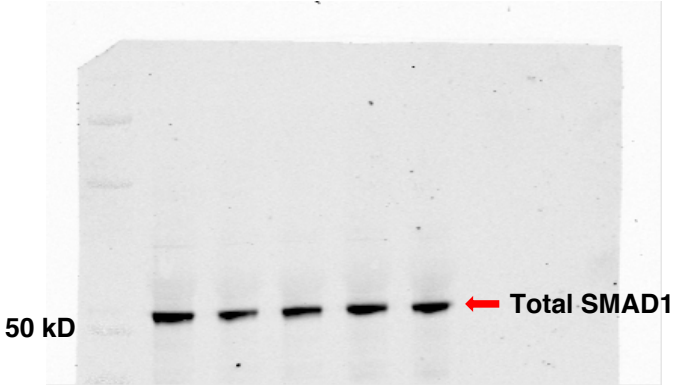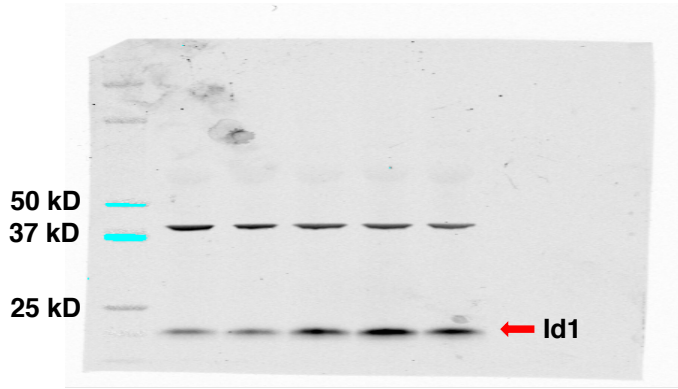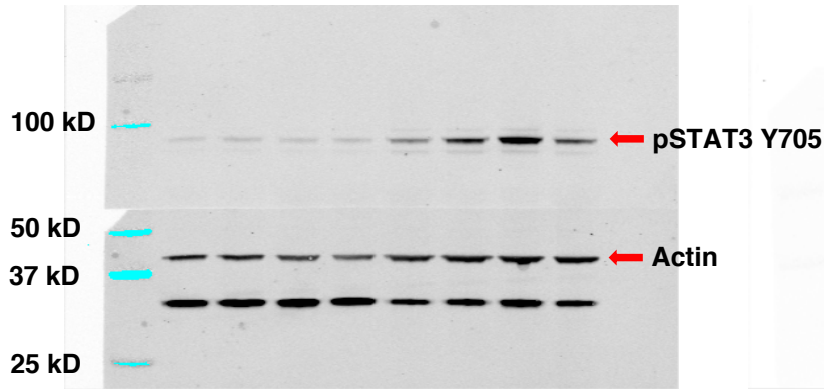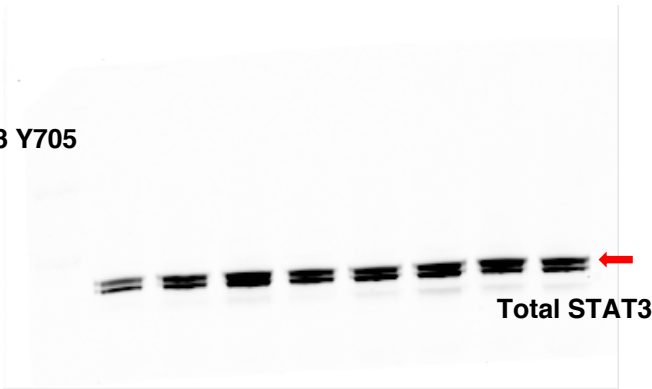

Hoeman et al. Figure 5 Western blots

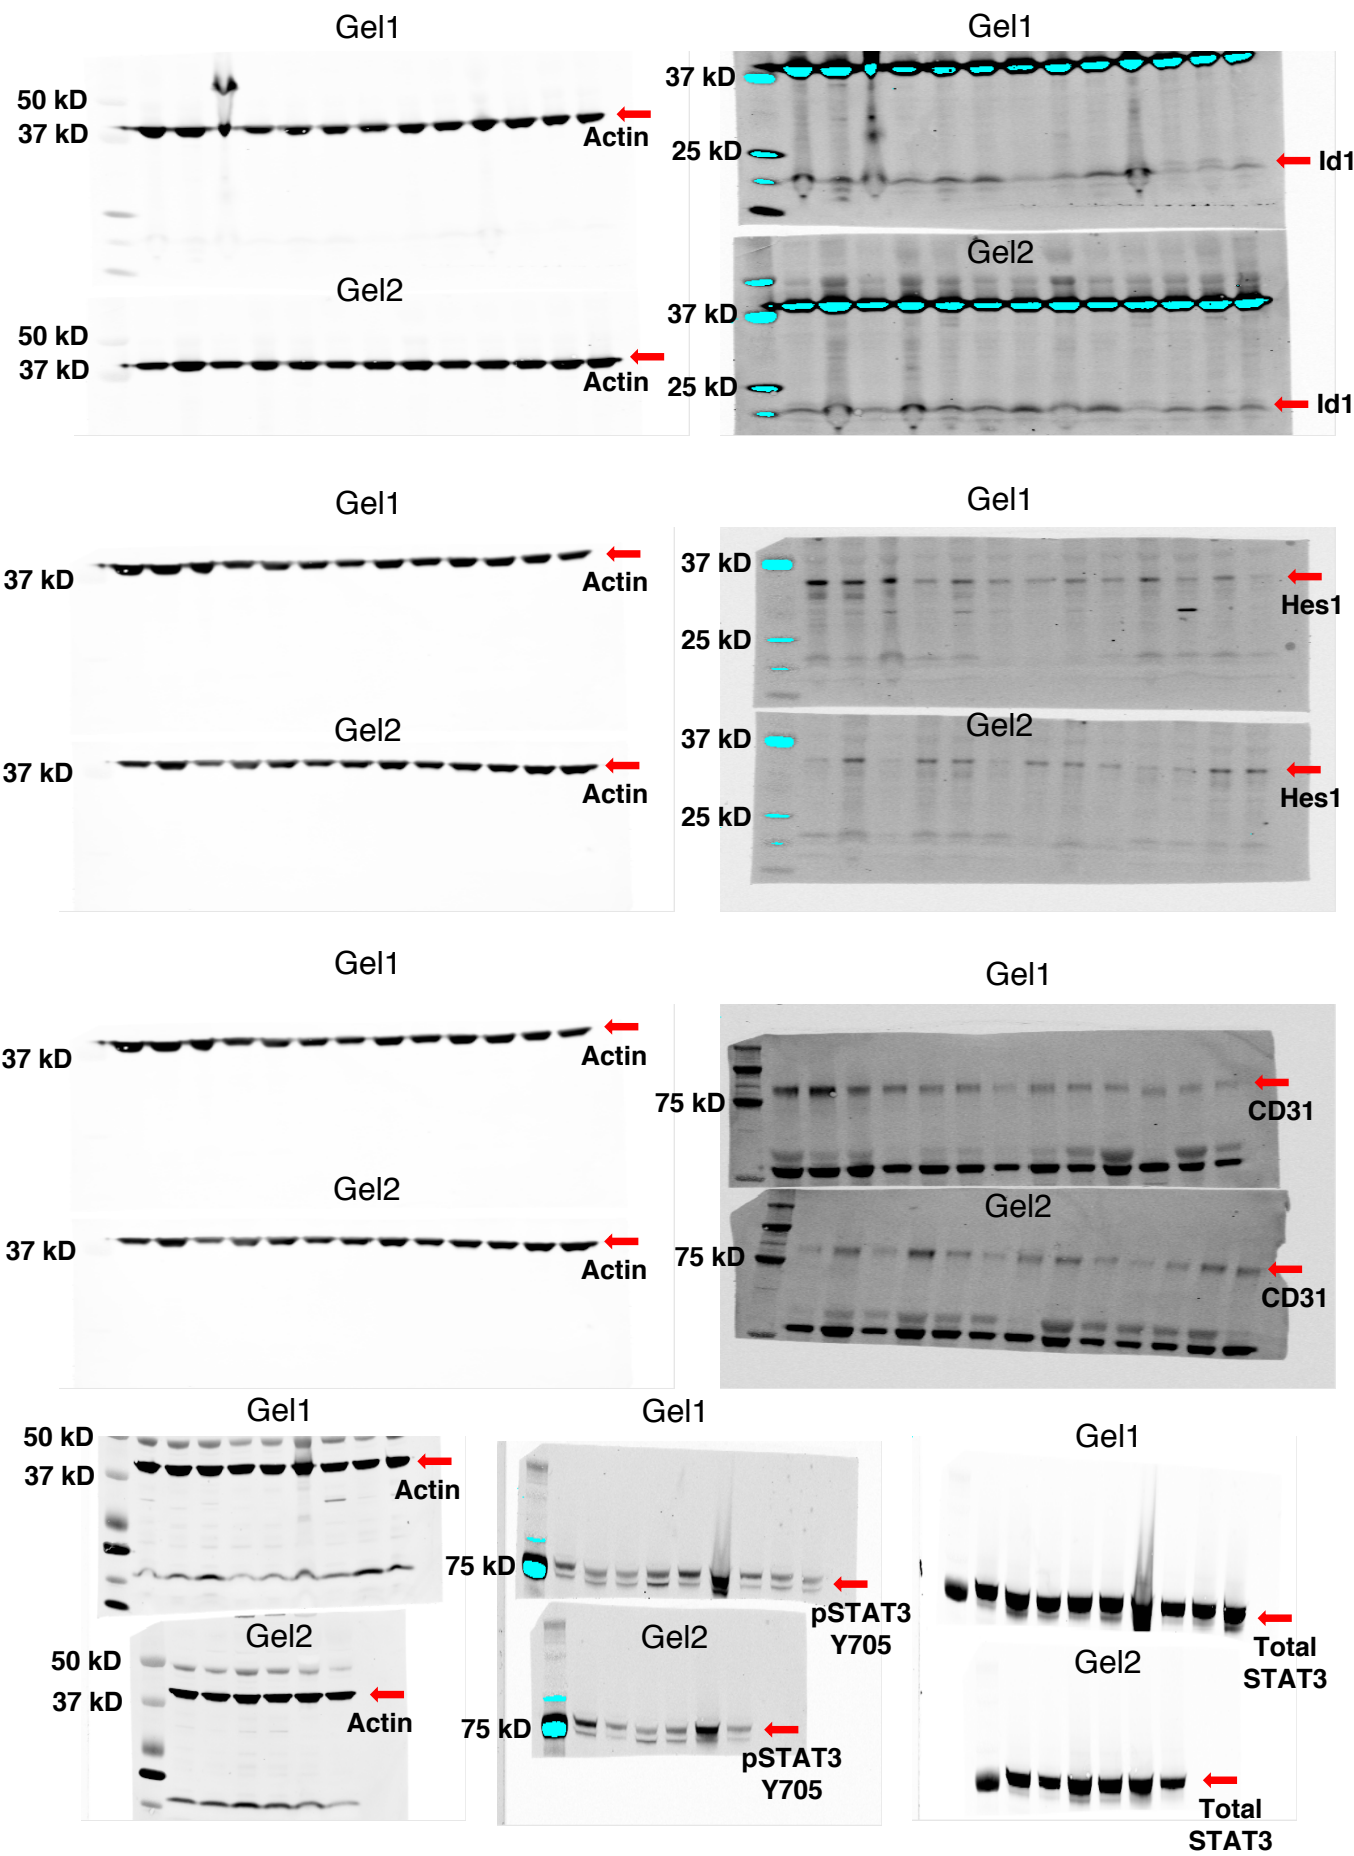

# Hoeman et al. Figure 6 Western blots

Human Lysates

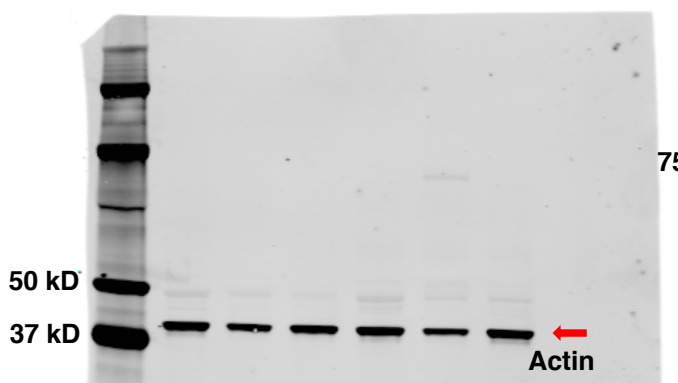

Human Lysates

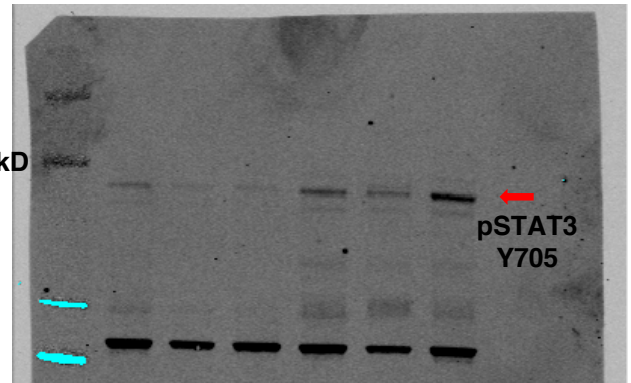

Human Lysates

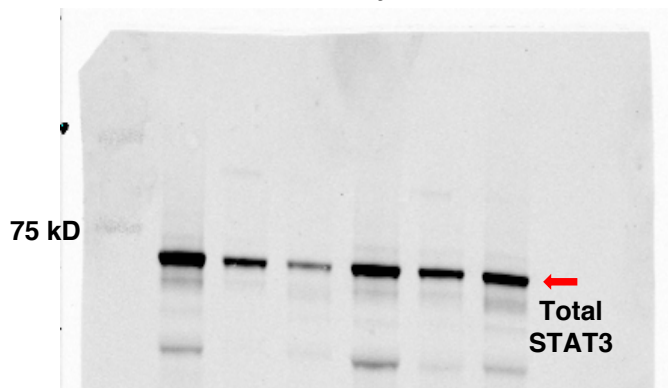

LDN212854 Treated Lines (Mouse)

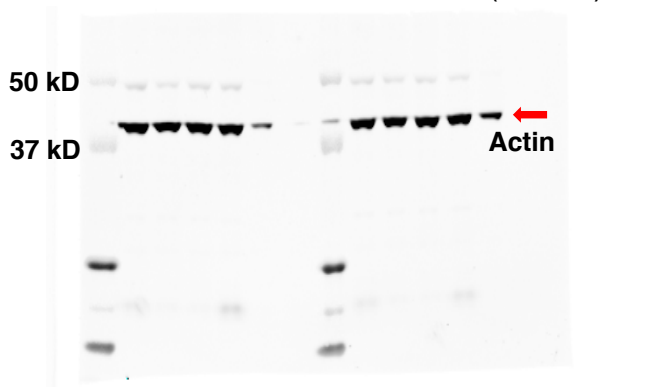

LDN212854 Treated Lines (Mouse)

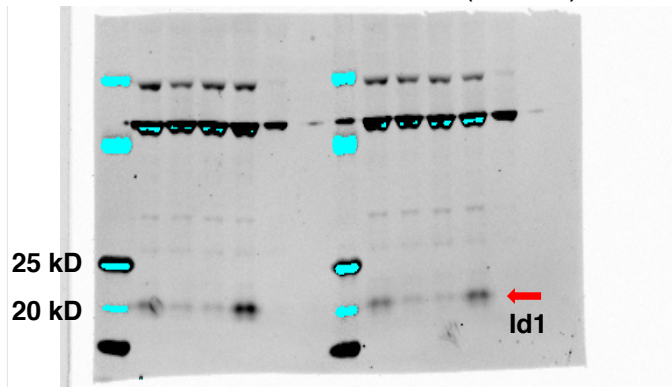

LDN212854 Treated Lines (Human)

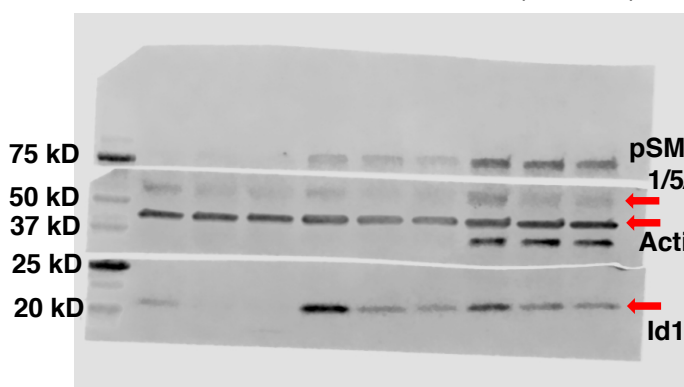

LDN212854 Treated Lines (Human)

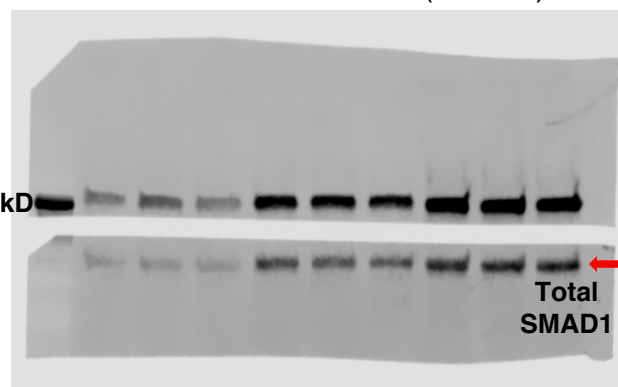

Hoeman et al. Supplementary Figure 1 Western blots

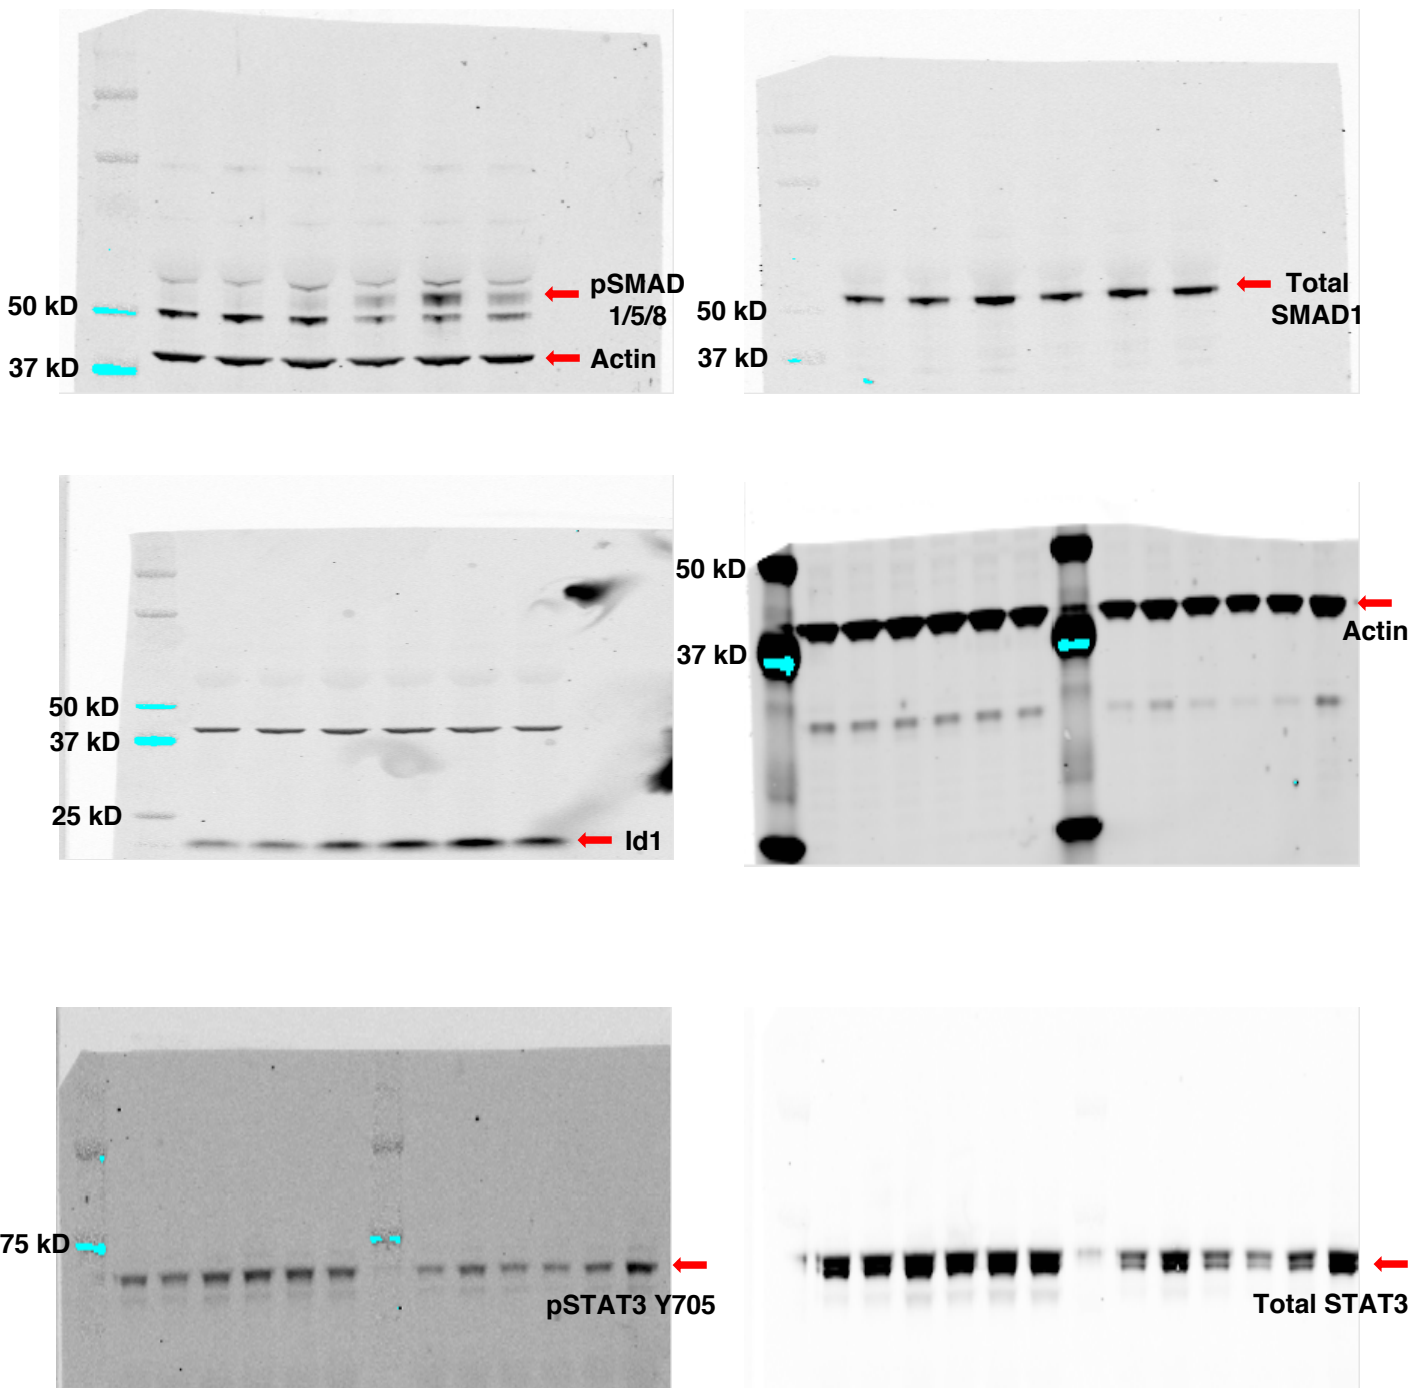

Hoeman et al. Supplementary Figure 4 Western blots

LDN214117 Treated Lines (Mouse)

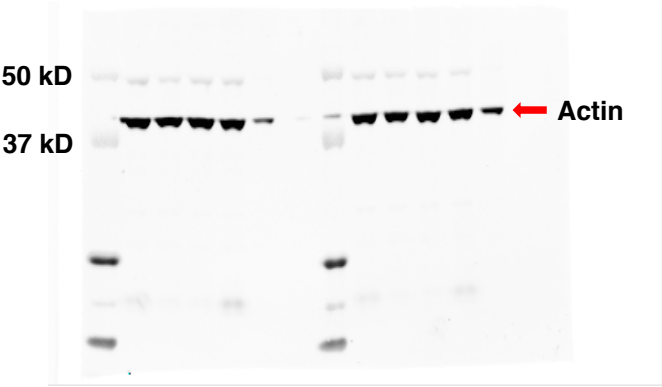

LDN214117 Treated Lines (Mouse)

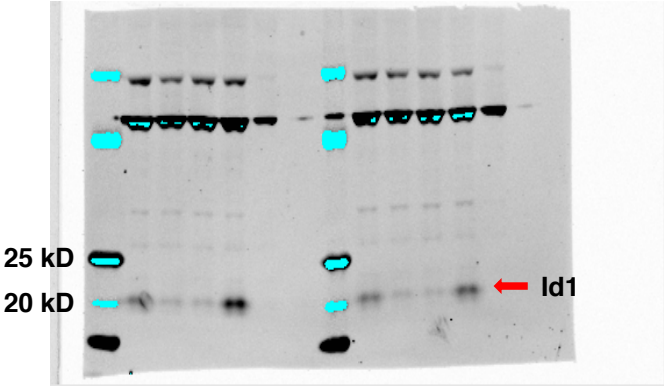

LDN214117 Treated Lines (Human)

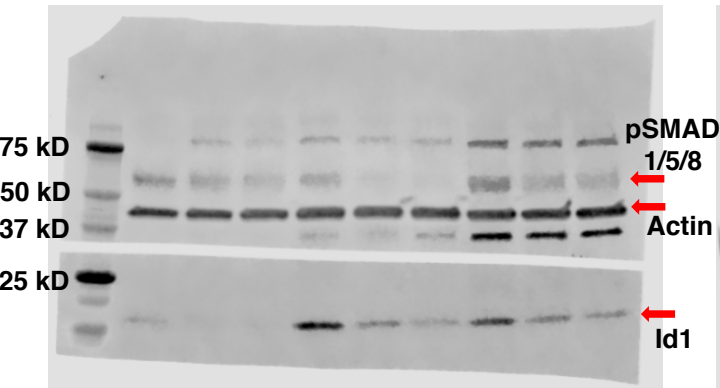

LDN214117 Treated Lines (Human)

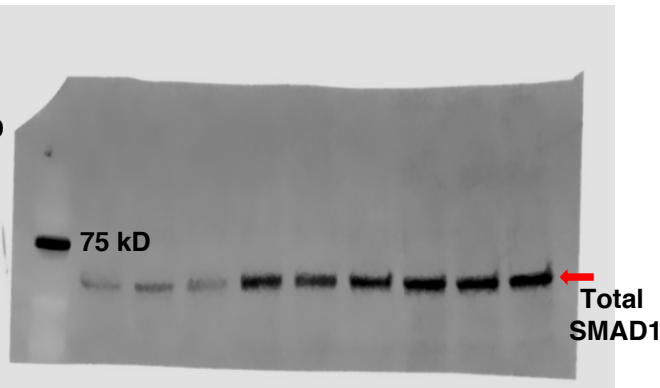

**Supplement:** Supplementary file 6 — Supplementary Data 3

How the deposited data were processed for this re-analysis (not part of the article)

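RNAseq was analysed from 12 samples of brainstem progenitors grown as neurospheres, 3 in each of the 4 combinations of *ACVR1* WT or *ACVR1* R206H with or without H3.1K27M. Conditions and replicate numbers were taken from the sample labels, and the groups match those of Fig. 1e and the methods of the paper. The methods give postnatal day 3 for the isolation and the labels postnatal days 3 to 5.

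The authors aligned paired-end reads to mm10 with RNA-STAR in Galaxy, counted them on the Ensembl annotation with HTSeq-count (no strand, union mode, minimum alignment quality 10, reads with several matches left out) and deposited the counts per gene of each sample, not normalized and not pooled. Each table has 54532 genes, of which 54495 were found in GENCODE M21, an annotation of the same genome build, which supplied positions and 54409 symbols. The total count per sample ran from 19315020 to 26456257, with a median of 20994196 over the 12 samples, and between 22473 and 25207 genes had at least 1 count. The number of replicates, more than the depth, limits the precision: 3 samples against 3 cannot give a two-sided exact p under 0.1 for a single gene, so that p values come from models that share information across genes.

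The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) with TMM normalization on the 6 samples of each comparison, on genes with a mean count of at least 10 after scaling by median-of-ratios size factors, with Benjamini-Hochberg adjustment and a threshold of 0.05. The interaction was fitted on all 12 samples. DESeq2 1.42.0, the tool of the authors, was an alternative. Gene sets were tested with camera (limma 3.58.1, inter-gene correlation 0.01, adjusted over 9 set tests), and with fry and a pre-ranked test with 1000 permutations as alternatives. The lists were the core genes of Supplementary Data 2, matched to mouse symbols without regard to case, since the full hallmark sets were not used here. Each list was tested in the comparison that had not chosen it. Cell cycle genes were the S and G2/M lists that come with Seurat 5.3.0, 97 of which were tested.

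The genes named in the text were set by a rule before the data were examined: every gene the paper names for the RNAseq, *Acvr1*, the genes with the smallest adjusted p in each direction among those past the threshold whose groups were separated completely, some genes that mark the origin of a sample, and the markers the paper stains in tissue. The replicate block comes from the shared replicate numbers of the labels. The statistics section of the paper describes in vitro samples as cell lines from independent litters and uses paired tests for in vitro assays, but the labels do not tie the numbers to litters, so that the fit without the block was the main one.

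The alternatives were DESeq2, its size factors within edgeR, no filter on low counts, at least 10 counts in every sample, the replicate block with edgeR and with DESeq2, counts thinned to the smallest total, all 12 samples in one fit, an absolute log2 fold change of at least 1, other set tests and lists, and leaving out each replicate in turn. DESeq2 without a filter, a cell cycle score as a covariate and a ranking by edgeR's statistic for the enrichment scores were added after seeing the data. The edgeR and DESeq2 fits without a block, camera and the pre-ranked test were run first on simulated counts with 200 changed genes, for both comparisons of *ACVR1* R206H with *ACVR1* WT and for the interaction. The rotation test, the block and the comparisons by H3.1K27M were not simulated. At the spread estimated jointly for the 6 samples without H3.1K27M, edgeR called 43.5% of the 200 changed genes among 14918 genes with 5 unchanged genes, and DESeq2 66% with 63 unchanged genes. The simulation gave both groups the same spread and drew each gene independently. The real groups had biological coefficients of variation of 0.274 (*ACVR1* WT) and 0.059 (*ACVR1* R206H), so that this recovery does not carry over to them. At the spread of the samples with H3.1K27M, edgeR called 85% among 15545 genes with 15 unchanged genes, and DESeq2 80% with 13. Experiments of the paper other than the RNAseq were not analysed here.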

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

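The tests of the cell cycle genes between *ACVR1* WT replicates and without one of those replicates, and both tests of the *Acvr1* counts, were chosen only after the results they bear on had been seen.

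The effect of *ACVR1* R206H differed between the backgrounds for 11 genes past an adjusted p of 0.05 for the interaction in edgeR's quasi-likelihood test. By complete separation of the samples in at least one background and the smallest adjusted p, these include *Id2* and *Id3*, with interactions of 1.75 and 2.31 on the log2 scale, *Stk32b* (1.65), *Nptx1* (0.88), *Sstr2* (2.61), *Adm* (-1.18) and *Wnt5a* (-0.85). *Nptx1* fell with *ACVR1* R206H by 0.29 on the log2 scale without H3.1K27M and rose by 0.58 with it, and *Sstr2* fell by 0.56 without H3.1K27M and rose by 2.04 with it. Each of *Stk32b*, *Nptx1*, *Sstr2*, *Adm* and *Wnt5a* had an adjusted p over 0.05 with the replicate block in edgeR, the smallest being 0.058. *Id2* and *Id3* stayed past the threshold with that block. With DESeq2 and the block, 0 of the 29 interactions examined for single genes lost their place past the threshold. Splits of the samples were compared in a model of the differences between same-numbered samples, which called 0 genes for the real split. All 4 of the 4 splits that part the same-numbered pairs reach a count of 0 by necessity. The same holds for the other 6 splits, which part only 1 pair. The splits therefore cannot decide on a grouping by chance. *Id2* and *Id3* kept their side of the threshold in each of the 12 fits that left out a replicate. A dependence on both mutations is a hypothesis for these genes, and it is not parted from the different *Acvr1* counts of the backgrounds.

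Supplementary Data 2 of the paper lists E2F targets with a normalized score of 6.70 without H3.1K27M and of -9.27 with it. It lists G2M checkpoint genes at 5.87 and -7.58. Cell cycle genes, which the text of the paper does not discuss, moved in opposite directions in the 2 backgrounds here as well. Their mean log2 fold change with *ACVR1* R206H lay 0.37 above that of the other genes without H3.1K27M (95 of 97 genes up) and fell by 0.30 relative to the other genes with it (95 of 97 down, 71 past the threshold), and the mean interaction was -0.66 (96 of 97 down). The adjusted p values over 9 set tests were 1.6e-12, 6.3e-23 and 4.1e-19 in limma's camera, and 0.49, 0.0054 and 0.31 in the rotation test fry. Without replicate 3 of *ACVR1* WT the difference without H3.1K27M was -0.0052, so that its direction rests on that sample. After a GC correction the interaction was -0.65, against -0.66 before. As large a difference came from 3 of the 4 splits without H3.1K27M, from 1 of the 4 splits with it, and from 2 of the 4 splits for the interaction (real value -0.95 in the model of paired differences). Of the other 6 splits, 3, 0 and 2 gave as large a difference. The opposite direction between the backgrounds may reflect the spread of the *ACVR1* WT cultures without H3.1K27M, while the fall with H3.1K27M kept its direction and its side of the threshold in each fit that left out a replicate (-0.33 to -0.27). For this fall, 4 splits cannot give a share under 0.05, so that they alone cannot exclude chance. With H3.1K27M the cell cycle score was 5.68 to 5.73 in the *ACVR1* WT samples and 5.41 to 5.46 in the *ACVR1* R206H samples. The largest difference among the other splits was -0.15, against -0.30 for the real one, which follows from this separation and adds nothing to it. For these 97 genes, the gap between the groups was wider than the range within each. That gap argues against variation of the kind seen between these replicates as the source of the fall. Separate cultures could not be told from libraries of the same culture, so that a difference between cultures by chance is not excluded. A lower share of cycling cells with *ACVR1* R206H and H3.1K27M remains a hypothesis.

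The effect of H3.1K27M itself, which the paper does not report for these samples, was past the threshold for 3533 of 15385 genes with *ACVR1* WT and for 8745 of 15482 genes with *ACVR1* R206H. In both cases 1 of the 4 splits, the real one, gave as many. Across genes, the log2 fold change by H3.1K27M with *ACVR1* R206H had a Spearman correlation of 0.12 with GC content, too small to account for most of it and too large to rule GC content out, and of -0.048 with transcript length. The labels give no date or batch, so that the preparation of the cultures with and without H3.1K27M cannot be told apart from H3.1K27M.

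Counts on *Acvr1*, the gene the viruses carry, rose with H3.1K27M, and with *ACVR1* R206H in its presence. Without H3.1K27M the log2 fold change of *Acvr1* with *ACVR1* R206H was 0.89, not past the threshold in edgeR's quasi-likelihood test (adjusted p = 0.94) but past it in DESeq2's Wald test (adjusted p = 0.00025). The log2 fold change was 1.91 for *ACVR1* R206H with H3.1K27M, 2.20 for H3.1K27M with *ACVR1* WT, and 3.23 for H3.1K27M with *ACVR1* R206H. With *ACVR1* R206H and H3.1K27M the share of all counts on *Acvr1*, without any normalization, was 17.7 times that with *ACVR1* WT, against 17.2 times after normalization, so that library size or composition does not account for it. Whether reads from the virus were counted on *Acvr1* was not tested. The ID genes rose along with *Acvr1* in some of these contrasts and not in others. *ACVR1* R206H with H3.1K27M changed *Id1* by 2.99 on the log2 scale, *Id2* by 2.15, *Id3* by 2.99 and *Id4* by 1.84. H3.1K27M with *ACVR1* R206H changed them by 1.58, 1.11, 1.18 and 0.12, the last not past the threshold. H3.1K27M with *ACVR1* WT changed them by -0.21, -0.64, -1.14 and -2.07, where *Id2* and *Id3* were past it. With the replicate block in edgeR's test, *Id3* stayed past it there and *Id2* did not (adjusted p = 0.055). DESeq2's Wald test also passed *Id4* there (adjusted p = 0.00073). Among the replicates of *ACVR1* R206H with H3.1K27M, replicate 2 had the lowest *Acvr1* count (-0.91 on the log2 scale from the other 2). Its *Id1* to *Id4* differed by -0.23 on average. Among those of *ACVR1* WT with H3.1K27M, replicate 3 had the highest *Acvr1* count (1.13 on the log2 scale from the other 2). There *Id1* to *Id4* differed by -0.048 on average, and these single samples decide nothing.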

How the results depend on the processing

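All alternatives were set before the data were examined, except DESeq2 without a filter, the cell cycle score as a covariate and the ranking by edgeR's statistic for the enrichment scores, which were chosen after seeing the data, and the cause of each change below was not tested unless a value is given for it.

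Without H3.1K27M the number of differentially expressed genes was 0 (534 at an unadjusted p under 0.05). It stayed at 0 with DESeq2's size factors, both other filters, the replicate block, thinned counts and a log2 fold change of at least 1. It was 26 with DESeq2, 14 with DESeq2 and the replicate block, 11 with all 12 samples in one fit, 24 with DESeq2 without a filter and 81 with the cell cycle score as a covariate. It ranged from 0 to 3485 across the 6 fits that each left out a replicate, and the 3485 came without replicate 1 of *ACVR1* WT. With H3.1K27M the number was 3185. It was 1627 with DESeq2 and the replicate block, 440 with all 12 samples in one fit, and 307 with a log2 fold change of at least 1. It was 0 with the cell cycle score as a covariate, where the score separates *ACVR1* WT from *ACVR1* R206H so that the fit cannot part them. It ranged from 1915 to 2966 across the 6 fits that each left out a replicate. The other alternatives gave 2478 to 3691 genes.

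The interaction was past the threshold for 11 genes, for 97 with DESeq2, 18 without a filter, 2 with the replicate block, 85 with DESeq2 and the block, 6 with a log2 fold change of at least 1, and for 3 to 4112 across the 12 fits that each left out a replicate. The genes changed by H3.1K27M with ACVR1 WT numbered 3533, and 2023 with the replicate block, 6335 with all 12 samples in one fit, 1404 with a log2 fold change of at least 1 and 1037 to 8115 across the fits that left out a replicate. With *ACVR1* R206H they numbered 8745, and 1781 with a log2 fold change of at least 1.

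The 4 core lists tested in the other background kept their direction and their side of the unadjusted threshold with fry, the pre-ranked test, the other size factors, the other filter and the block. After adjustment over 9 set tests, fry no longer passed the lists tested without H3.1K27M (0.065 for both). With only genes that are not core in the comparison tested, the mean differences reversed, to -0.24 and -0.12 for EMT and to -0.061 and -0.11 for IL-6/JAK/STAT3 signaling, without and with H3.1K27M. The genes left there are those that the ranking in that comparison had placed behind the core, so that a lower value was fixed in advance and shows no instability. Leaving out a replicate gave 0.061 to 0.20 for IL-6/JAK/STAT3 signaling without H3.1K27M, and 0.11 to 0.27 for EMT without it. For the interaction, EMT passed the threshold in the pre-ranked test (normalized score 1.76) and with genes core in both lists (0.19), and IL-6/JAK/STAT3 signaling passed it in the pre-ranked test (1.90), reversed with genes core in both lists (-0.015) and ran from 0.0075 to 0.10 across fits that left out a replicate. The EMT interaction ran from 0.058 to 0.18 across such fits. The cell cycle genes without H3.1K27M (0.37) and their interaction (-0.66) were no longer past the threshold with fry. Across fits that left out a replicate, the former ran from -0.0052 to 1.28 and the latter from -1.56 to -0.28.

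The biological coefficient of variation without H3.1K27M was 0.195, and 0.082 to 0.225 across fits that left out a replicate, the lowest without replicate 1 of *ACVR1* WT. With H3.1K27M it was 0.048, 0.043 with the replicate block, and 0.043 to 0.053 with a replicate left out.

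For single genes, the 29 log2 fold changes with H3.1K27M kept their direction and side of the threshold in each of the 174 values from fits that left out a replicate, with DESeq2 and with the block. With all 12 samples in one fit all 29 kept their direction, but 12 were no longer past the threshold. That fit estimates each gene's spread jointly for all groups, including the more variable *ACVR1* WT samples without H3.1K27M. Without H3.1K27M, 5 of 28 genes came past the threshold with DESeq2. Of the 29 interactions, 5 were no longer past it with the block in edgeR, while 3 came past it with DESeq2 and 4 with DESeq2 and the block. Some values without H3.1K27M changed sign: *Id4* ran from -0.80 to 0.16, *Olig2* from -0.13 to 0.26, *Gfap* from -0.98 to 0.23, *Nes* from -0.075 to 1.33, *Lpo* from -0.0016 to 0.97, *Epn2* from -0.14 to 0.45, *Gstt1* from -0.20 to 0.12 and *Adm* from -0.13 to 0.0070. So did some interactions: *Cd44* ran from -0.30 to 0.12, *Tnc* from -0.46 to 0.54, *Vim* from -0.013 to 0.24, *L1cam* from -0.14 to 0.43, *Stat3* from -0.17 to 0.035 and *Pla2g7* from -0.45 to 0.20.

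Thinning all samples to the smallest total left 3035 genes with H3.1K27M, so that differences in depth between the samples limit these counts little.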

Differences from the paper's values

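Without H3.1K27M, edgeR's quasi-likelihood test gave 0 differentially expressed genes (534 at an unadjusted p under 0.05) against the paper's 24. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 26 and closed the gap, and none of the others did. DESeq2 without a filter, chosen after seeing the values, gave 24.

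The enrichment score recomputed from the core genes for EMT without H3.1K27M was 0.157 against the paper's 0.208, and the normalized score 2.41 against the paper's 3.20, with 73 of the 81 core genes found. The normalized score for IL-6/JAK/STAT3 signaling with H3.1K27M was 2.61 against the paper's 2.93, with 36 of 39 core genes found. With genes ranked by edgeR's statistic in place of DESeq2's, a ranking chosen after seeing the values, the normalized IL-6/JAK/STAT3 score was 2.70, still below the paper's 2.93 but within 1 SD of the permuted scores (0.302) of it, while the EMT score was 0.148 and its normalized score 2.27, farther from the paper's than before. The alternatives set before the data were examined did not include these scores.

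The paper counts *Id1* and *Socs3* among the genes raised by *ACVR1* R206H without H3.1K27M. Both rose here, but their adjusted p in edgeR's quasi-likelihood test was 0.94 for each, and under DESeq2 it was 0.0077 for *Id1* and 0.0092 for *Socs3*. The paper's list also holds *L1cam*, whose adjusted p was 0.94 in edgeR's test and 0.072 under DESeq2.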

Other observations

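The test of the cell cycle genes between *ACVR1* WT replicates was chosen only after the spread had been seen, and so was the fit with the cell cycle score, whose prediction was written before it was run. The same holds for the 2 tests of the slope against the choice of its genes, chosen after the slope had been seen.

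Many more genes passed the threshold with H3.1K27M than without it. When each sample with H3.1K27M took on the deviation from its group mean of the same-numbered sample without H3.1K27M, DESeq2's count fell from 2520 to 227 genes and edgeR's from 3185 to 37 genes (1051 at an unadjusted p under 0.05). A larger spread between the replicates without H3.1K27M may therefore account for much of the difference in counts. A smaller effect without H3.1K27M was tested by a slope: over the 3071 genes called with H3.1K27M and tested without it, the slope of the log2 fold change without H3.1K27M on that with it was 0.22, and 57.9% had the same direction. That slope was 0.34 without replicate 3 of *ACVR1* WT, with 78.9% in the same direction, and 0.10 without replicate 1, with 48.9%. With genes called with H3.1K27M from 2 replicates of each group, the slope in the replicate left out was 0.73 on average (0.61 to 0.91, with 96.1% in the same direction on average), between the values that would have spoken for and against noise in the values that chose the genes. For the same genes the slope without H3.1K27M was 0.23 on average (0.18 to 0.27, with 59.6%), so that this noise alone does not bring the slope down to 0.22. Over as many genes with the smallest p without H3.1K27M, the slope of the log2 fold change with it on that without it was 0.39, with 71.7% in the same direction. The slope was thus low whichever background chose the genes, and the larger spread without H3.1K27M can lower this last one. A smaller effect without H3.1K27M may contribute, but the slopes do not part it from an effect on other genes in each background. Depth does not account for the difference, since thinning left 3035 genes. With the cell cycle score as a covariate the count without H3.1K27M was 81, between the values that would have spoken for and against the state of the cultures. The real split gave the most genes with H3.1K27M (1 of the 4 splits that part the same-numbered pairs). Without H3.1K27M the real count was 0, which all 4 of the 4 splits reach by necessity, so that they decide nothing there. The spread and a smaller or different effect remain as explanations, and 4 splits cannot settle chance. Counts on *Acvr1* also differed between the backgrounds. They were 94.2 CPM with *ACVR1* R206H alone and 868 CPM with H3.1K27M, against 50.5 and 234 CPM with *ACVR1* WT. An influence of that level on the number of genes was not tested.

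The *ACVR1* WT replicates without H3.1K27M lay farther apart than those of any other group. Between replicates 3 and 1 the 97 cell cycle genes had a mean log2 ratio of -2.24, with 96 of them lower in replicate 3, while 10000 lists matched on expression ran from -0.28 to 0.31. The cultures may have differed in how many cells were cycling. The ratio had a Spearman correlation across genes of 0.042 with GC content and 0.016 with transcript length, so that neither accounts for it. The share of the 10 most counted genes differed 1.24 times between the replicates (3.41% in replicate 1 and 4.22% in replicate 3), between the values that would have spoken for and against composition. The TMM factors of these 2 were 0.993 and 0.979 and the median log2 ratio of all genes was 0.0036, so that composition does not account for a ratio of -2.24. No date or litter is given for these cultures, and no biological explanation other than the cell cycle was tested.

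The core lists rose in the background that had not chosen them, but genes that rise in one background also tend to rise in the other. Among lists matched on the log2 fold change in the comparison that chose them, the median of the EMT list chosen with H3.1K27M lay at percentile 96.84 without it, that of the EMT list chosen without H3.1K27M at percentile 99.11 with it, and those of the IL-6/JAK/STAT3 lists at percentiles 93.8 and 88.37. Only the EMT list tested with H3.1K27M lay above the middle 95% of matched lists, so that the rise of the other 3 may come from this tendency. For each of these 4 lists 1 of the 4 splits that part the same-numbered pairs, the real one, gave as large a difference. Of the other 6 splits, which part only 1 pair, 2 gave a larger difference than the real one for each list tested without H3.1K27M (up to 0.20 for EMT and 0.16 for IL-6/JAK/STAT3 signaling), and 0 did for each list tested with it. For the interaction, on lists chosen from the same samples, 2 of the 4 splits gave as large a difference for EMT and 1 of the 4 splits for IL-6/JAK/STAT3 signaling, and so did 1 and 0 of the other 6 splits.

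*Gfap*, which the paper stains in tissue, ran from 343 to 2655 CPM in the *ACVR1* WT replicates without H3.1K27M and had a log2 fold change with *ACVR1* R206H of 0.75 in the presence of H3.1K27M (adjusted p = 4.7e-07 from edgeR's quasi-likelihood test). *Nes* ran from 72.5 to 404 CPM in the same *ACVR1* WT replicates. *Xist* had 490 to 875 CPM, and *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, on chromosome Y, were counted in all 12 samples.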
